# Symptoms of systemic lupus erythematosus are diagnosed in leptin transgenic pigs

**DOI:** 10.1371/journal.pbio.2005354

**Published:** 2018-08-31

**Authors:** Junchen Chen, Weiqi Zeng, Weirong Pan, Cong Peng, Jianglin Zhang, Juan Su, Weihu Long, Heng Zhao, Xiaoxia Zuo, Xiaoyun Xie, Jing Wu, Ling Nie, Hong-Ye Zhao, Hong-Jiang Wei, Xiang Chen

## Abstract

Leptin is a well-known adipokine that plays a critical role in immune responses. To further explore the immunological roles of leptin, we developed a transgenic leptin pig controlled by the pig leptin (pleptin) promoter to overexpress leptin. Symptoms typically associated with systemic lupus erythematosus (SLE) were evident in this transgenic pig strain, including anemia, leukopenia, and thrombocytopenia as well as kidney and liver impairment. Histologically, there were increased immunoglobulin G (IgG) levels, elevated antiplatelet antibody (APA) levels, and deposition of immune complexes in the kidney and liver. In addition, anti-double-stranded DNA antibodies (dsDNAs), antinuclear antibodies (ANAs), and antinucleosome antibodies (ANuAs) were all significantly increased in serum immunological examinations. These findings were also accompanied by repression of the regulatory T cell (Treg) ratio. Significantly, glucocorticoid experimental therapies partially relieved the autoimmune responses and bleeding symptoms observed in these transgenic leptin pigs. Together, these results indicate that leptin plays a critical role in the development of autoimmune disorders and demonstrate that our transgenic leptin pigs can act as a valuable model of SLE.

## Author summary

Obesity is associated with many human diseases, including autoimmune diseases, metabolic syndrome, and inflammation. Leptin is one of the most thoroughly investigated cell-signaling molecules secreted by the fat tissues and is typically elevated in patients diagnosed with lupus (systemic lupus erythematosus [SLE]), an autoimmune disease in which the body’s immune system attacks healthy tissues in many organs. Studies using leptin-deficient mice have also demonstrated that leptin is involved in modulating immune cells. However, transgenic leptin mice do not develop SLE-like symptoms, which is probably due to differences between the immune systems of humans and mice. We show that, consistent with the human data, our transgenic leptin pig model develops a number of pathophysiological changes with multiorgan injuries resembling SLE. Our work supports an association between leptin and SLE-like symptoms as observed in human patients and implies a crucial role for leptin in promoting the development of SLE.

## Introduction

Systemic lupus erythematosus (SLE) is a type of complex disease that can be caused by both genetic and environmental factors [1]. The incidence rate for this disease varies between 2.9–5.1/100,000 per year, and the prevalence rate varies from 26.2–52.2/100,000 per year [2]; however, these rates are dependent upon the type of population being studied and can be influenced by age, gender, and racial background. Multiple genomic loci have been reported to be associated with SLE [3–7], and various environmental factors, such as obesity, sunlight, infection, and exogenous estrogen, have also been shown to contribute to its development [8].

Leptin is one of the most thoroughly investigated adipokines and is typically elevated in patients diagnosed with SLE. Studies using leptin-deficient mice have also demonstrated that leptin plays a role in modulating immune cell homeostasis under pathophysiological conditions [9]. However, SLE-like symptoms were not found in transgenic leptin mice, which is likely due to differences between the immune systems of humans and mice [10]. Thus, there is a need for better model systems to further identify the roles of leptin in SLE.

The role of leptin in immunology has also been extensively studied, specifically in T-cell activation and differentiation [11]. Leptin has been shown to decrease the proliferation and suppress the activity of regulatory T cells (Tregs) [12] while also increasing the proliferation of naïve T cells. Additionally, it promotes the switch towards a helper T (Th)1-cell immune response and stimulates the survival of thymic cells [13]. Recent studies have revealed that neutrophils play an important role in autoimmune diseases and that leptin also mediates their migration and metabolism as well as inhibiting their apoptosis, among other roles [14].

There is a rapidly increasing number of biomedical pig models that have been developed and published in recent years, including those used for cancer, diabetes, cystic fibrosis, and cardiovascular, neurodegenerative, immunological, and ophthalmological diseases. Because of a similarity between human and pig immune reactions, transgenic porcine models have been utilized to mimic human autoimmune diseases [15]. Cystic fibrosis is the first human genetic disease to benefit from the directed engineering of three different species of animal models, including mice, pigs, and ferrets [16]. A pig model with an interleukin-2 receptor subunit-gamma (*IL2RG*) deletion was successfully developed with T cells and natural killer (NK) cells in the absence of a thymus [17] in order to mimic human Severe Combined Immunodeficiency (SCID). Furthermore, genetically modified pigs can complement and extend disease modeling beyond transgenic mice, particularly for diseases with slowly progressing pathophysiology [18].

In the SLE-like leptin mouse model, the production of autoantibodies were reported, but other major symptoms in human patients cannot be observed in mice [19]. However, SLE patients demonstrate more complicated clinical patterns; thus, there is no single symptom/molecular marker that can independently serve as a “gold standard” for SLE diagnosis, and it is recommended by the guidelines for diagnosis and treatment of SLE to examine a combination of multiple markers [20]. The transgenic leptin pigs satisfy these guidelines for characterizing human SLE. Additionally, leptin pigs present time-dependent progressive SLE similar to what is observed in human patients, including initial erythema and multiple-organ damage as the disease progresses over time. These two aspects of the leptin pig model highlight its value for preclinical research of SLE above mouse models. One way that this model may be utilized in the future is for molecular profiling in the different stages of SLE in order to optimize therapeutic strategies throughout the disease progression.

## Results

### Generation of leptin transgenic pigs

The somatic cell nuclear transfer (SCNT) technique was used to generate transgenic leptin pigs (Fig 1A). Specifically, the pig leptin (pleptin) open reading frame (ORF) was amplified from a cDNA library generated from mRNA purified from a fetal pig brain and inserted into pMD18-T with a leptin promoter using the Original TA Cloning. This construct was then transfected into the fetal fibroblasts, and the leptin-positive cells were selected for SCNT (S1 Protocol). Transgenic leptin pigs (*n* = 6) were observed for up to six months of age in order to identify the immunological roles of leptin. Nontransgenic pigs served as controls (Fig 1B). The expression of leptin was verified by immunohistochemistry (IHC) (S1 Fig, upper panel), and serum leptin levels were determined by ELISA. The expression of transgenic leptin was confirmed as well (Fig 1C). To further identify the activation of leptin signaling pathways, phospho-STAT3, a transcription factor downstream of leptin, was measured [21]. Up-regulation of phospho-STAT3 confirmed the activation of leptin signaling after transgenic leptin expression (S1 Fig, lower panel). Other markers, including ERK2, STAT3, JAK2, and STAT5, were also measured to demonstrate the activation of leptin signaling in the transgenic leptin pigs (S2A and S2B Fig).

**Fig 1:**
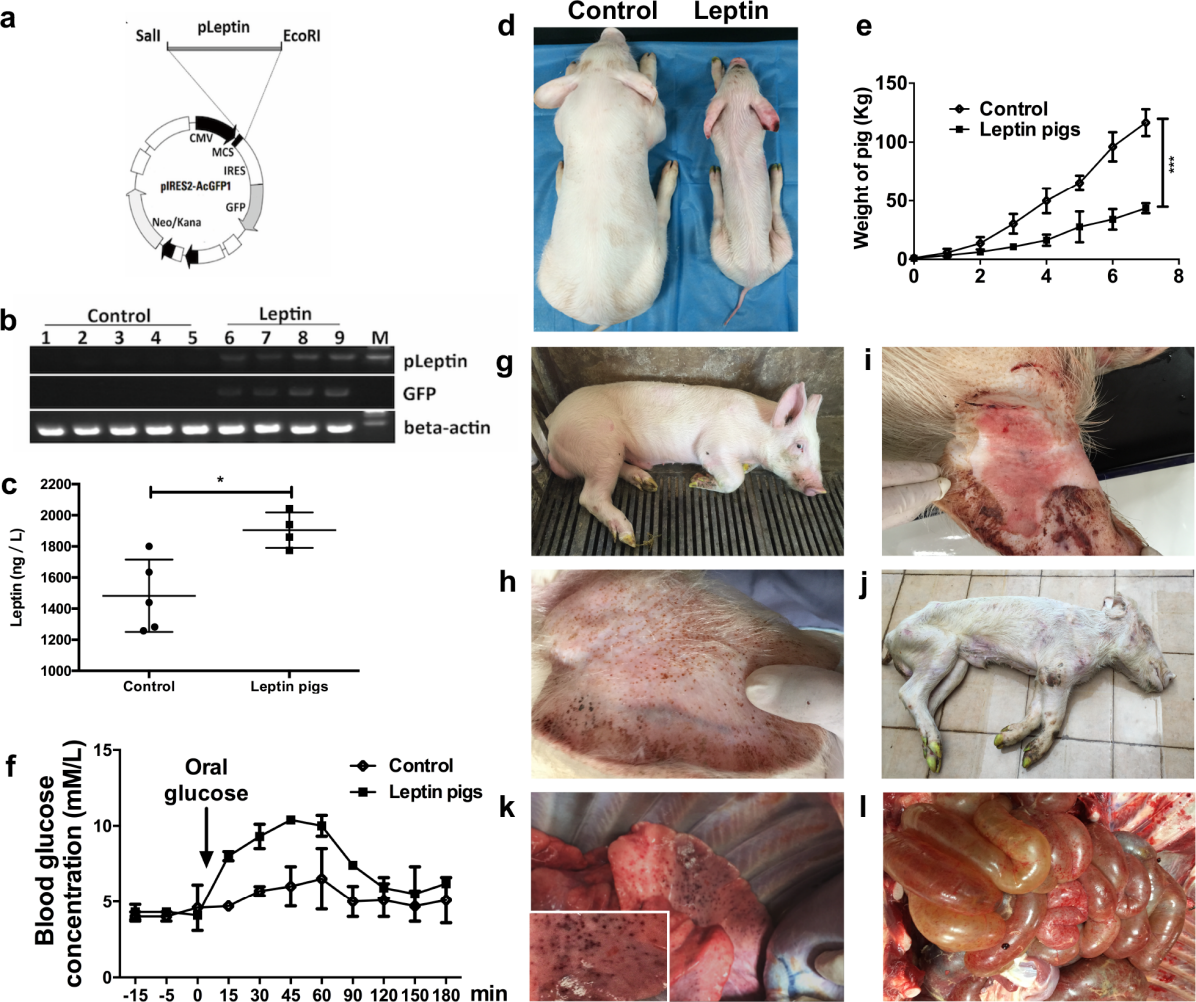
The strategy for generating transgenic leptin pigs. (a) Vector construction strategy. (b) Semiquantitative PCR results to separate leptin and control pigs. M, DNA ladder. (c) Serum leptin levels (*n* = 5 per group). (d,e) Appearances and differences in body weight in leptin and control pigs (*n* = 6 per group). (f) OGTTs reflect compromised glucose homeostasis in transgenic leptin pigs (*n* = 6 per group). (g–j) Disease development from 6 months to 8 months of age. Pigs died at 8 months old. (k–l) Anatomy of the transgenic leptin pigs when they died. *p < 0.05, ***p < 0.001, two-tailed Student *t* test for c, one-way analysis of variance for f and e. Data are presented as mean ± SEM. Numerical values are provided in S1 Data. CMV, cytomegalovirus; GFP, green fluorescent protein; IRES, internal ribosome entry sites; MCS, multiple cloning site; OGTT, oral glucose tolerance test.

### Transgenic leptin pigs exhibit small body sizes and subcutaneous bleeding

To identify the phenotype of the transgenic leptin pigs, all pigs were physically examined twice a week. Specifically, body weights were measured, and behaviors were observed. We found that the transgenic leptin pigs had significantly lower body weights than the control pigs (34 ± 8.8 kg versus 96.1 ± 12.4 kg, *p* < 0.001) at 6 months of age (Fig 1D and 1E). Because leptin is crucial for glucose metabolism, we measured blood glucose levels in all pigs. Although basal glucose levels were similar between the controls and the transgenic leptin pigs, oral glucose tolerance tests (OGTTs) demonstrated a greater increase in blood glucose level after glucose stimulation in the leptin pigs versus the controls. Specifically, the blood glucose level increased to 8 mM/L within 15 minutes and was sustained at this level for more than 1 hour. In contrast, the control pigs responded to glucose stimulation with a slight increase in blood glucose concentration after 30 minutes, which quickly returned to baseline (Fig 1F). Leptin has also been shown to suppress insulin and thus impact glucose homeostasis in both mice and humans. Therefore, we detected insulin levels in circulating blood and found that there was a statistically significant reduction of insulin levels in the leptin pigs compared to controls (S2C Fig). These results confirmed the role of leptin in glucose metabolism in the transgenic pig model and indicated that it may be involved in the underlying mechanism behind the observed smaller body sizes and slower growth rates in the transgenic leptin pigs.

Additionally, at 6 months of age, the transgenic leptin pigs showed widespread subcutaneous bleeding spots, especially on the ears (Fig 1H) and backs, after strong exercise (Fig 2A). The bleeding spots progressed to erythema after two additional weeks (Fig 1I). Eventually, all transgenic pigs died at 7.5 ± 0.3 months age (Fig 1J) because of acute inflammation of the lungs (Fig 1K) and gastrointestinal tract (S1L Fig).

**Fig 2:**
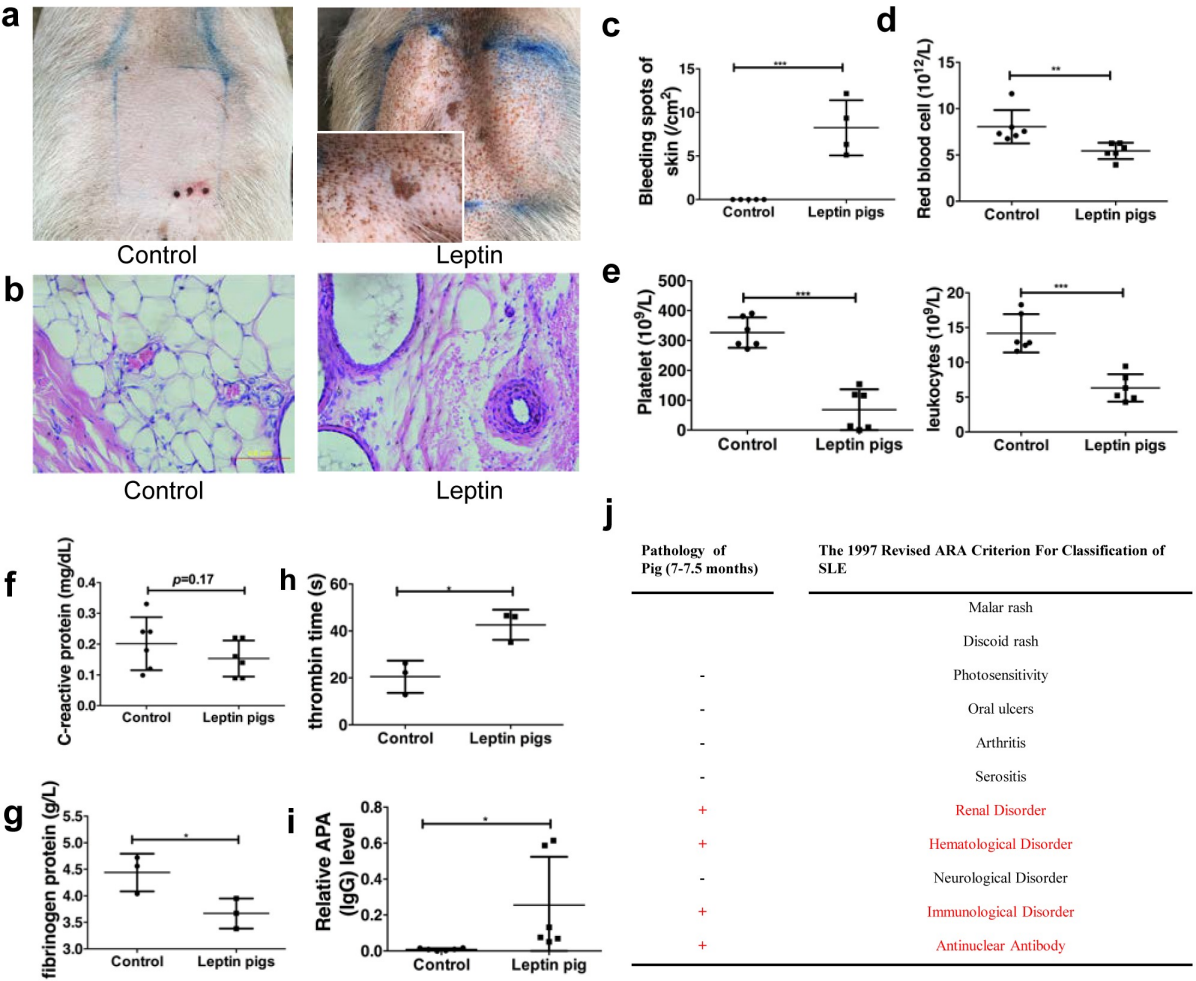
Physiological examination of leptin-overexpressing pigs. (a) Images of the backs of control and leptin-overexpressing pigs. (b) H&E staining showed RBC diffusion in the dermis of leptin-overexpressing pigs but not in the control pigs. Original magnification, 100×. (c,d) Statistical analysis of the bleeding spots and the number of RBCs (*n* = 5). (e) Platelet and leukocyte number (*n* = 6). (f) CRP level examination. (g,h) Routine examination to analyze thrombin-associated factors (*n* = 4). (i) APA content evaluated by ELISA (*n* = 6). (j) The criterion for SLE characterization. *p < 0.05, *p < 0.01, ***p < 0.001, two-tailed Student *t* test for c,d,e,f,g,i. Data are presented as mean ± SEM. Numerical values are provided in S1 Data. APA, antiplatelet antibody; ARA, American Rheumatism Association; CRP, C-reactive protein; H&E, hematoxylin and eosin; RBC, red blood cell; SLE, systemic lupus erythematosus.

### Hematologic changes in transgenic leptin pigs

To identify the mechanisms underlying the observed subcutaneous bleeding in the transgenic leptin pigs, we performed hematoxylin and eosin (H&E) staining of the dermis to examine the histological changes that occurred. We found that there was erythrocyte leakage from the blood vessels in the dermis of transgenic leptin pigs (Fig 2B and 2C).

To further characterize the bleeding disorder observed, we measured whole red blood cells (RBCs) and found that there were fewer RBCs (5.45 ± 0.36 × 10^12^/L versus 8.05 ± 0.73 × 10^12^/L, *p* < 0.001; Fig 2D) and significantly fewer platelets (68.5 ± 27.9 × 10^9^/L versus 326 ± 20.7 × 10^9^/L, *p* < 0.001; Fig 2E) in the transgenic pigs compared to the control pigs, which may be the result of an RBC abnormality. Additionally, coagulation tests were performed to further diagnose the transgenic leptin pigs with leucopenia (Fig 2E). However, despite these observed abnormalities in the transgenic leptin pigs, they had a normal level of C-reactive protein (Fig 2F). Interestingly, there was no significant difference in the prothrombin times (PTs), international normalized ratios (INRs), and activated partial thromboplastin times (APTTs) between the transgenic leptin pigs and control pigs (S3 Fig). These results excluded a coagulation pathway as the cause of the subcutaneous bleeding in the transgenic leptin pigs. However, the transgenic leptin pigs had a lower level of fibrinogen protein (3.67 ± 0.16 g/L versus 4.44 ± 0.21 g/L, *p* < 0.05; Fig 2G) and consistently longer thrombin times (42.6 ± 3.7 s versus 20.5 ± 3.9 s, *p* < 0.05; Fig 2H) compared to the control pigs.

To identify whether the RBCs were diluted or there was a reduction in the number of RBCs contributing to the bleeding, we measured the average hemoglobin (HGB) content/concentration to determine the HGB volume in RBCs, as well as the RBC distribution width Coefficient of Variation (CV)/Standard Deviation (SD) in order to characterize the RBC morphologies. There was no significant difference in either of these markers between the transgenic leptin pigs and control pigs (S3 Fig). All together, these results confirmed that a dilution of RBCs was involved in the development of thrombocytopenia. To further explain the reduced platelet number, we performed H&E staining of the bone marrow in order to exclude leukemia as the cause of the platelet numbers. There were no indications of leukemia or other pathological changes (S4 Fig). Meanwhile, antiplatelet antibody (APA) levels were significantly higher in the transgenic leptin pigs than in control pigs (Fig 2I). Based on these results, the transgenic leptin pig model expressed a combination of markers and symptoms that fulfilled the 1999 American College of Rheumatology SLE classification criteria (Fig 2J).

### Impairment of liver and kidney function in transgenic leptin pigs

Multiple organ injuries, especially involving the kidney, commonly occur in SLE patients. Thus, to further confirm our diagnosis of SLE in our transgenic leptin pigs, we performed serum biochemical analyses to assess the functions of the liver and kidney in the transgenic leptin pigs. Specifically, the bilirubin levels—including both direct and indirect bilirubin—and aspartate amino transferase (Fig 3A) and urea (Fig 3B) levels were significantly higher in the transgenic leptin pigs than in control pigs. In addition, the transgenic leptin pigs had reduced ionic concentrations of sodium, chloride, calcium, and phosphorus (Fig 3B) but not iron and magnesium (S5 Fig) when compared to the controls. These blood biochemistry results indicated that the transgenic leptin pigs had damaged liver and kidney functions.

**Fig 3:**
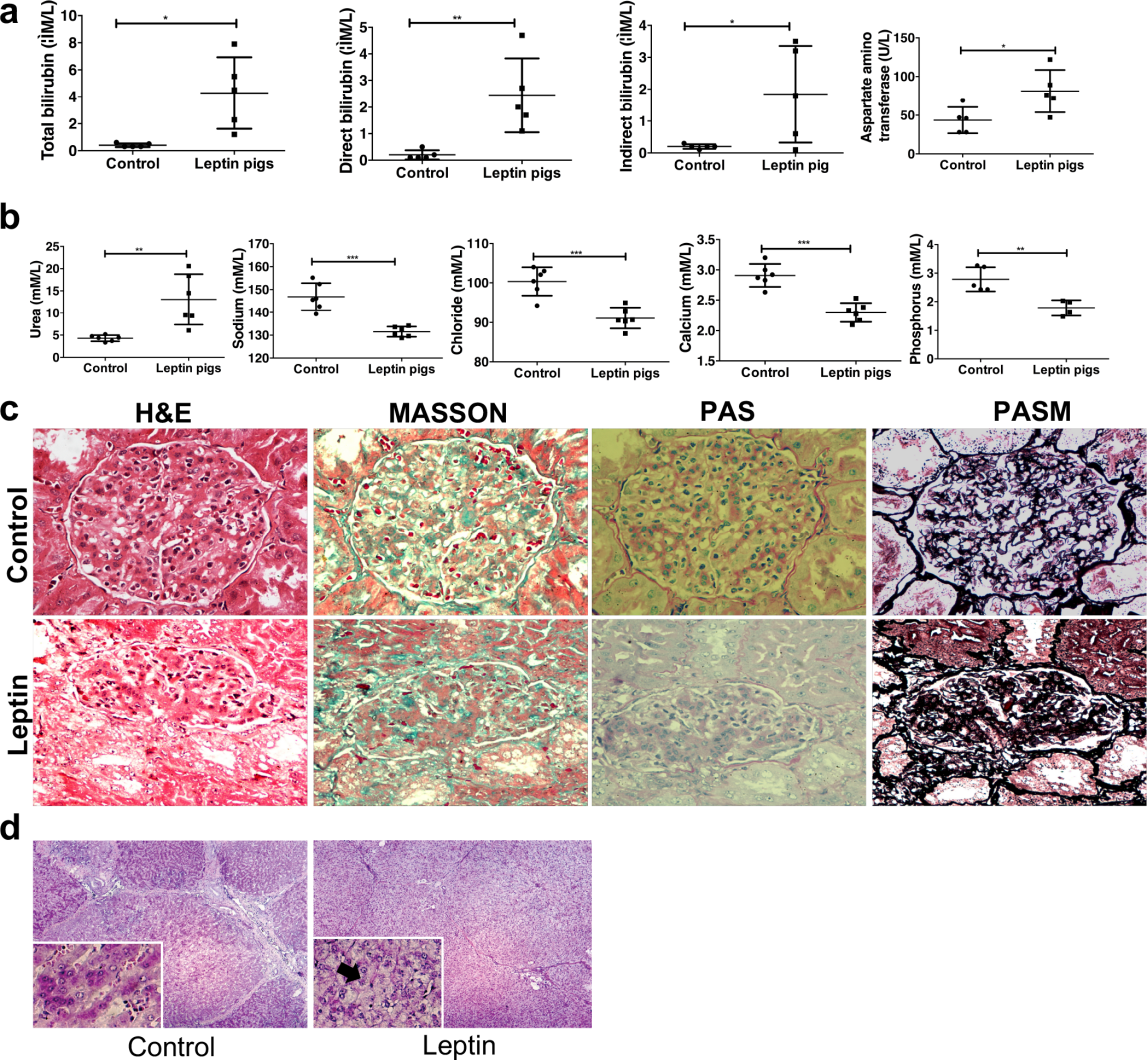
Pathological changes of renal or hepatic cells in transgenic leptin pigs. (a) Routine markers that reflect liver and kidney physiological functions. Aspartate amino transferase concentration was elevated in leptin-overexpressing pigs (*n* = 6 per group). (b) Examination of the levels of several ions in the peripheral blood of leptin-overexpressing pigs. Blood urea concentration was elevated in leptin-overexpressing pigs (*n* = 6 per group). (c) Serial sections of kidney tissues analyzed by H&E/Masson/PAS/PASM indicate the presence of renal injury in leptin-overexpressing pigs. Original magnification, 400×. (d) H&E staining indicates hepatocellular balloon changes in the hepatocytes of leptin-overexpressing pigs. Original magnification, 100×. *p < 0.05, *p < 0.01, ***p < 0.001, two-tailed Student *t* test for a,b. Data are presented as mean ± SEM. Numerical values are provided in S1 Data. H&E, hematoxylin and eosin; PAS, Periodic Acid–Schiff; PASM, Periodic Acid–Silver Methenamine.

To further confirm the injuries to the liver and kidney in the transgenic leptin pigs, histological analyses were performed on these organs, including H&E, Masson, Periodic Acid–Schiff (PAS), and Periodic Acid–Silver Methenamine (PASM). The kidneys of the transgenic leptin pigs exhibited a diffuse (>90%) glomerular involvement, including mesangial proliferation and glomerular basement membrane (GBM) thickening (Fig 3C). The livers of the transgenic leptin pigs had enlarged hepatic cell sizes compared to the controls as well as constricted hepatic sinusoids at low magnification. Significantly, at high magnification, the hepatocytes in the transgenic leptin pigs were characterized by hydropic degeneration and balloon-like changes in 70% of the hepatocytes, which was indicative of severe liver cell damage (Fig 3D). Interestingly, there were neither obvious pathological changes nor immunoglobulin G (IgG) deposition (S6 Fig) in the transgenic cloned pig and the cloned pig we described recently [22,23]. Together, these histological results further confirmed that the liver and kidney were injured in the transgenic leptin pigs (Fig 2J).

### Deposition of immunocomplexes detected in transgenic leptin pigs

In SLE patients, pathological changes in organs and tissues are often accompanied by depositions of immunocomplexes [24] and serum immunologic changes characterized by the appearance or elevation of various autoantibodies. The peripheral blood of the transgenic leptin pigs did in fact contain autoantibodies, including anti-antinuclear antibody (ANA) antibodies, anti-double-stranded–DNA antibodies (dsDNAs), and anti-antinucleosome antibodies (ANuAs). The levels of anti-dsDNA, anti-ANuA, and anti-ANA antibodies were all significantly elevated compared to the control pigs (Fig 4A). In the transgenic leptin pigs, there was no significant change in the level of IgM compared to the controls; however, IgA was undetectable (Fig 4B). To further confirm our diagnosis of SLE in the transgenic leptin pigs, immunoglobulins (Igs) and autoantibodies were measured using immunofluorescence/immunohistochemistry (IF/IHC) staining. We found strong evidence of IgG deposition in the global glomeruli (Fig 4C), as well as in the hepatocytes and hepatic sinusoidal capillary endothelium (Fig 4D), in the transgenic leptin pigs. Infiltration of CD4+ T lymphocytes was also detected around renal vessels (S7 Fig). Interestingly, the deposition of IgG was only detectable in the kidney and liver but not in the pancreas, brain, intestine, or lung (S8 Fig).

**Fig 4:**
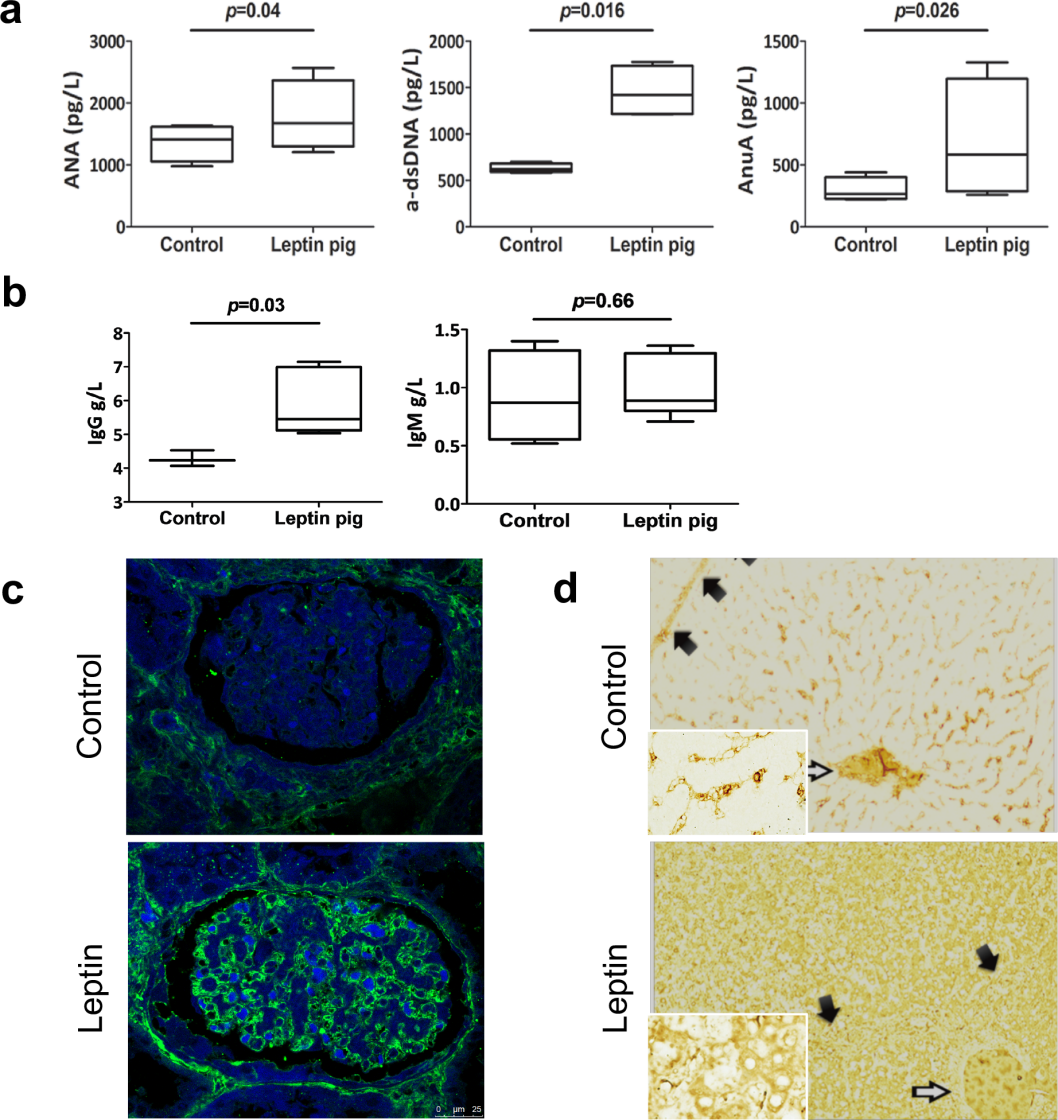
Autoantibody examination and Ig deposition detection for characterization of SLE. (a) ANA, α-dsDNA, and ANuA concentrations in serum were analyzed by ELISA (*n* = 6 per group). (b) The levels of IgG and IgM were detected (*n* = 6 per group). (c) Sections of the kidney (original magnification, 400×) and (d) liver (original magnification, 100×) were analyzed by immunofluorescence (IgG [green] deposition and DAPI [blue]) or IHC (IgG [brown]) to reveal the IgG deposition. *p* < 0.05 shows significance difference, two-tailed Student *t* test for a,b. Data are presented as mean ± SEM. Numerical values are provided in S1 Data. ANA, antinuclear antibody; ANuA, antinucleosome antibody; α-dsDNA, anti-dsDNA; dsDNA, double-stranded DNA antibody; Ig, immunoglobulin; IHC, immunohistochemistry; SLE, systemic lupus erythematosus.

### Repression of Tregs in transgenic leptin pigs

To better understand the global immunologic changes occurring in the transgenic leptin pigs, we profiled the circulating immune cells using flow cytometry. Interestingly, leptin affects several types of immune cells, including CD4+ T lymphocytes and CD21+ B cells at the pre-disease stage, but it has minimal effects on NK cells. (Fig 5A and 5B, S9 Fig). The largest differences in immune cells between the transgenic leptin pigs and the controls were observed in the Tregs. To explore how effector T cells were elevated, Tregs were measured in the spleen. We found that the level of Tregs was suppressed in the spleens of the transgenic leptin pigs (Fig 5C and 5D). To identify how Tregs were suppressed in the transgenic pigs, we used leptin to stimulate T cells and found that fewer naïve T cells differentiated into Tregs compared to the control pigs (S10 Fig). RNA sequencing (RNA-seq) was performed to detect the transcriptomic changes in peripheral blood mononuclear cells (PBMCs) in the transgenic leptin pigs. 

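RNA-seq libraries had been prepared from the PBMCs of 6 pigs at 6 months of age, 3 labelled wild type and 3 labelled leptin transgenic, and each library came from a different animal. PBMCs are the lymphocytes and monocytes separated from blood. The authors aligned paired-end reads to the Ensembl transcriptome with Bowtie, quantified expression with RSEM, and deposited 1 FPKM value (fragments scaled by transcript length and library total) per gene and library. The deposited table had 11564 genes, of which 4000 carried no gene symbol, and every gene had an FPKM of at least 1.00 in some library. Because FPKM values hold no read counts, the depth of each library is unknown. The FPKM values summed to between 444888 and 449653 in the libraries labelled wild type (median 449365) and to between 467276 and 503140 in those labelled leptin transgenic (median 500317). Groups were compared with limma on log2(FPKM + 1) over the 10735 genes with an FPKM of at least 1 in at least 3 libraries. The log2 fold changes are therefore on a log2(FPKM + 1) scale, which understates the change of genes with low values. The Benjamini-Hochberg method was used to adjust p across genes, and the smallest p that an exact two-sided permutation test of 3 libraries against 3 can give is 0.1.
The transgene drives expression of leptin, so LEP (ENSSSCG00000016588, chromosome 18 from 21201785 to 21204671 in the coordinates of the deposited table) was read first in each library. LEP was at 50.0 FPKM in the library labelled wild type replicate 1, was listed at 0 in wild type replicate 2 and was at 0.118 FPKM in wild type replicate 3. It was listed at 0 in the library labelled leptin transgenic replicate 1, and was at 18.3 FPKM in leptin transgenic replicate 2 and 39.3 FPKM in leptin transgenic replicate 3. The LEP values of both replicate 1 libraries thus go against their labels. The labels were kept for every comparison, and each direction given for leptin pigs is that of the libraries labelled leptin transgenic.

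**Figure D1:**
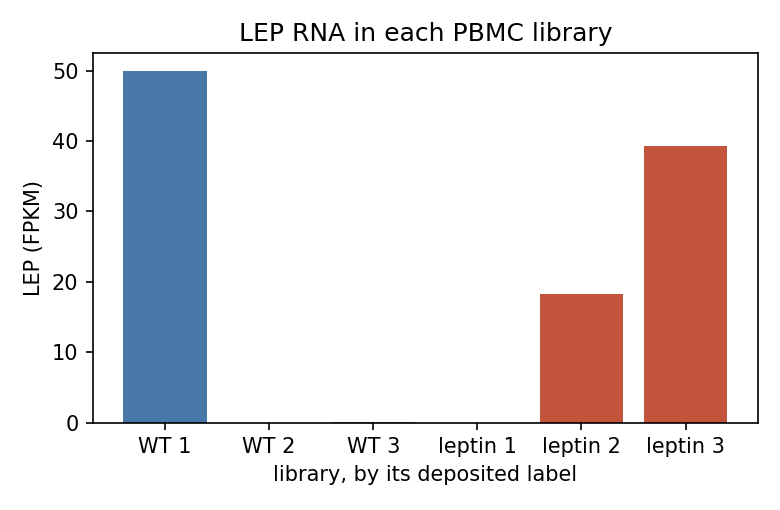
Bars give the FPKM of LEP in each of the 6 PBMC libraries, named by deposited label and replicate number (WT, wild type). The library labelled wild type replicate 1 stands at 50.0 FPKM and the library labelled leptin transgenic replicate 1 at 0.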

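With a 2-fold change and an adjusted p under 0.05 in limma, 1 gene was higher and 0 were lower in the libraries labelled leptin transgenic. With the unadjusted p under 0.05 in place of the adjusted p, 21 genes were higher and 13 were lower. In all, 341 of the 10735 genes tested (3.18%) had an unadjusted p under 0.05 at any fold change. The 3 libraries of one label lay entirely above or below the other 3 for 819 genes (7.63%), where chance gives 10%. The gene past the adjusted threshold was a copy of SNORD22 (ENSSSCG00000025513, chromosome 2 from 8242098 to 8242224), a small nucleolar RNA. It was listed at 0 in all 3 libraries labelled wild type and at 191.5, 184.8 and 56.9 FPKM in those labelled leptin transgenic (adjusted p = 0.00186, limma). Its locus is 127 bp long, and a second gene with the same symbol (ENSSSCG00000029549) is listed on chromosome 2 from 8243269 to 8243397. Among genes past the fold and unadjusted p thresholds with no overlap between the labels, the next largest rises were those of SNORA48 (ENSSSCG00000020152), of ENSSSCG00000008954, with a log2 fold change of 2.59, of CCL4, and of CH242-185F9.2, with 1.95. SNORA48 was listed at 0 in wild type replicate 1 and was at 11.4 and 20.8 FPKM in the other libraries labelled wild type, against 37.4, 44.6 and 50.9 FPKM in those labelled leptin transgenic. FABP3 had the largest fall, with a log2 fold change of -3.75 (standard error 1.30, adjusted p = 0.993, limma). FABP3 was at 46.9, 45.9 and 49.1 FPKM in the libraries labelled wild type, at 44.7 FPKM in leptin transgenic replicate 2, and listed at 0 in leptin transgenic replicates 1 and 3, so its fall rests on the 2 values of 0. Among falls with no overlap between the labels, ENSSSCG00000023684 followed with -1.29 and ENSSSCG00000029580 with -1.24. The number of lower genes moved most when wild type replicate 3 was left out, to 50 at the unadjusted p. In the authors' deposited table, 208 genes were marked, 123 as UP and 85 as DOWN. They were all the genes with a deposited p under 0.05, with no fold limit. By the table's own log2 values, 7 of the 208 had a 2-fold change. Of the 178 marked genes that were among the genes tested, 6 had an unadjusted p under 0.05 in limma.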

With 2-fold change and *p* < 0.05 threshold, we found that 84 transcripts were up-regulated and 124 transcripts were down-regulated in the transgenic leptin pigs. 

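Among the chemokine ligands, CCL4 (ENSSSCG00000017698, chromosome 12 from 41048661 to 41049981) had an FPKM of 14.6 ± 4.65 (SD, n = 3) in the libraries labelled wild type and 84.0 ± 42.5 (SD, n = 3) in those labelled leptin transgenic. Its log2 fold change was 2.38 (standard error 0.36), with an adjusted p of 0.897 and an unadjusted p of 1.69e-04 from limma. Each library labelled leptin transgenic was above each library labelled wild type (exact permutation test, two-sided p = 0.1). CXCL2 (ENSSSCG00000008959, chromosome 8 from 74206842 to 74311988) had an FPKM of 14.2 ± 12.4 (SD, n = 3) and 26.6 ± 3.09 (SD, n = 3) in the same order, with a log2 fold change of 1.23 (standard error 0.56, adjusted p = 0.993, limma) and overlapping groups. For CCL3L1 (ENSSSCG00000017700, chromosome 12 from 41061350 to 41063253) the values were 4.70 ± 1.59 (SD, n = 3) and 9.92 ± 8.30 (SD, n = 3) FPKM. The CCL3L1 log2 fold change of 0.72 (standard error 0.46, adjusted p = 0.993, limma) was within the spread between libraries. CCL4, CXCL2 and CCL3L1 are all marked UP in the authors' deposited table. ENSSSCG00000008954, one of the largest rises above, lies within the coordinates given for CXCL2 (chromosome 8 from 74299023 to 74300021). It has no symbol, so what it encodes is not given and it is not among the chemokine genes counted next. Of a list of 50 chemokine ligand symbols, 14 genes were tested, of which 8 were higher and 6 lower in the libraries labelled leptin transgenic. Their mean log2 fold change was 0.43 (camera in limma, adjusted p = 0.0425 over 16 gene lists). With the correlation between the genes estimated from the data, the adjusted camera p of these chemokine genes was 0.909. With p adjusted over the chemokine list alone, 1 gene was under 0.05, and with p adjusted over all genes tested, 0 were.

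**Figure D2:**
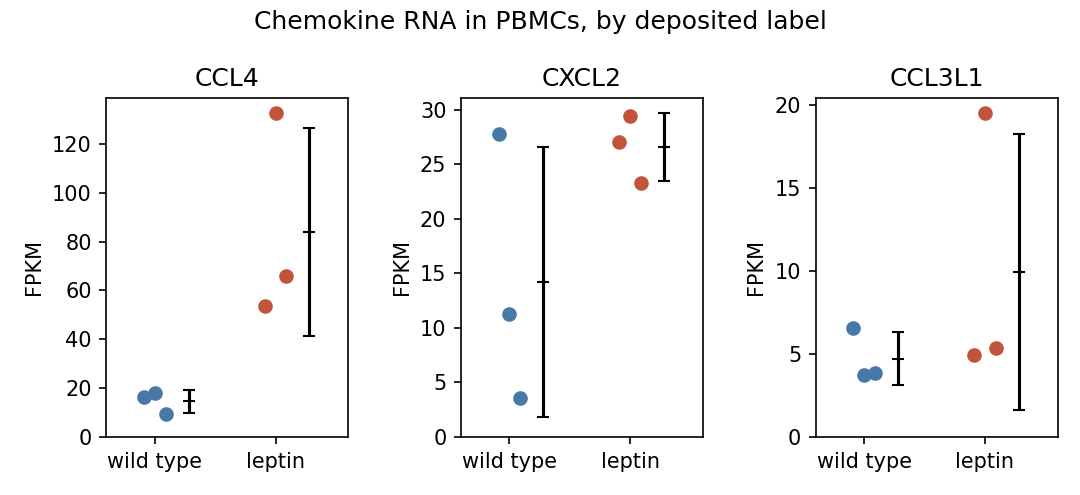
Points give the FPKM of CCL4, CXCL2 and CCL3L1 in each PBMC library, by deposited label, and the bar beside them is the mean with the SD of the 3 libraries. For CCL4, the libraries labelled leptin transgenic lie between 53.7 and 132.6 FPKM, above the highest library labelled wild type at 18.1 FPKM.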

Interestingly, leptin pigs showed reduced expression of members of the C-C/C-X-C motif chemokine ligand family, including C-C motif chemokine ligand 4 (CCL4), C-X-C motif chemokine ligand 2 (CXCL2), and C-C motif chemokine ligand 3 like 1. Next, ontological analyses were performed for those 208 genes that showed a difference in expression. Interestingly, most of these genes are related to immune function, including general immune function, immune leukocytes, neutrophils, and granulocytes. 

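The 208 genes marked in the authors' deposited table were set against the annotation columns of the same table, with the rows that carry an annotation as background and Fisher's exact test (one-sided). A GO biological process was given for 72 of the 208 genes and for 3077 rows. Of these 72 genes, 19 carried at least 1 of the 18 processes named in S2 Data that were searched for, against 185 of the 3077 rows. The 18 are not all the processes of S2 Data, and a gene counted only if it carried the exact identifier. The 19 may therefore undercount immune genes and are not the paper's own measure. Inflammatory response held 9 of the 208 genes among 62 in the table (p = 9.52e-06, adjusted p = 0.00743, Fisher's exact test). Neutrophil chemotaxis held 5 among 14 (p = 1.04e-05, adjusted p = 0.00743, Fisher's exact test). Immune response held 6 among 90 (p = 0.0176, adjusted p = 0.813, Fisher's exact test). A KEGG pathway was given for 49 of the 208 genes and for 2010 rows. Staphylococcus aureus infection, with 5 of 20 genes (adjusted p = 0.0178), and dilated cardiomyopathy, with 5 of 26 genes (adjusted p = 0.0338), were the pathways under 0.05 after adjustment over 216 pathways. The systemic lupus erythematosus pathway held 4 of 32 genes (p = 0.00679, adjusted p = 0.209, Fisher's exact test) and chemokine signaling held 6 of 71 (p = 0.00659, adjusted p = 0.209, Fisher's exact test). The marks may not rest on the labelled groups. Spearman's rho was taken across genes between the deposited p-value (negated) and the size of the difference under each split of the libraries. It was lowest for the labelled split (0.102) and highest for the split that LEP gives (0.481). The comparison by label is thus no test of the terms found among the marked genes. By label, 30 neutrophil and granulocyte genes had a mean log2 fold change of -3.09e-04, with 16 higher and 14 lower (camera in limma, adjusted p = 0.875). That mean was not stable, at 0.29 without wild type replicate 1 (adjusted p = 0.00102, camera in limma) and at -0.24 without wild type replicate 3 (adjusted p = 4.09e-04, camera in limma).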

(Fig 5E, S2 Data). Additionally, the JAK/STAT pathway, which is considered to be a major downstream pathway of leptin, was the leading hyperactivated pathway in our screen. 

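The JAK/STAT pathway of KEGG held 58 genes in the deposited table, and 1 of them, LEP itself, was among the 208 genes marked in the authors' deposited table (p = 0.766, Fisher's exact test, one-sided). Of the 55 pathway genes tested, 20 were higher and 35 lower in the libraries labelled leptin transgenic, with a mean log2 fold change of -0.050. A separate list of JAK/STAT kinases, STATs, receptors and regulators had 44 genes tested, of which 16 were higher and 28 lower. Their mean log2 fold change was -0.085 (camera in limma, adjusted p = 0.00358). With the correlation between the genes estimated, the adjusted p was 0.548, and the rotation test roast gave 0.993. No single gene of the list had an adjusted p under 0.05, whether over the list alone (0 genes) or over all genes tested (0 genes). JAK2 (ENSSSCG00000005215, chromosome 1 from 242696462 to 242786177) had an FPKM of 28.4 ± 3.70 (SD, n = 3) in the libraries labelled wild type and 25.6 ± 2.11 (SD, n = 3) in those labelled leptin transgenic, a log2 fold change of -0.14. STAT3 (ENSSSCG00000017403, chromosome 12 from 20711741 to 20775571) had 87.4 ± 13.8 (SD, n = 3) and 70.8 ± 5.92 (SD, n = 3) FPKM, a log2 fold change of -0.29 (standard error 0.17, adjusted p = 0.993, limma). The 3 genes listed as STAT5A had log2 fold changes of -0.24, -0.12 and 0.013. The sign of the last STAT5A value changed with median-of-ratios scaling, to -0.051. LEPR and STAT5B were not analysed here. A list of STAT3 target genes had 16 genes tested, 6 higher and 10 lower, with a mean log2 fold change of -0.12 (camera in limma, adjusted p = 0.0425). With the correlation between these genes estimated, the adjusted camera p was 0.948. RNA levels do not measure phosphorylation, which the paper examined by western blot and, for STAT3, also by immunohistochemistry in spleen.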

Western blots were performed to verify the activation of phospho-ERK, JAK2, and STAT3 (S11 Fig).

**Fig 5:**
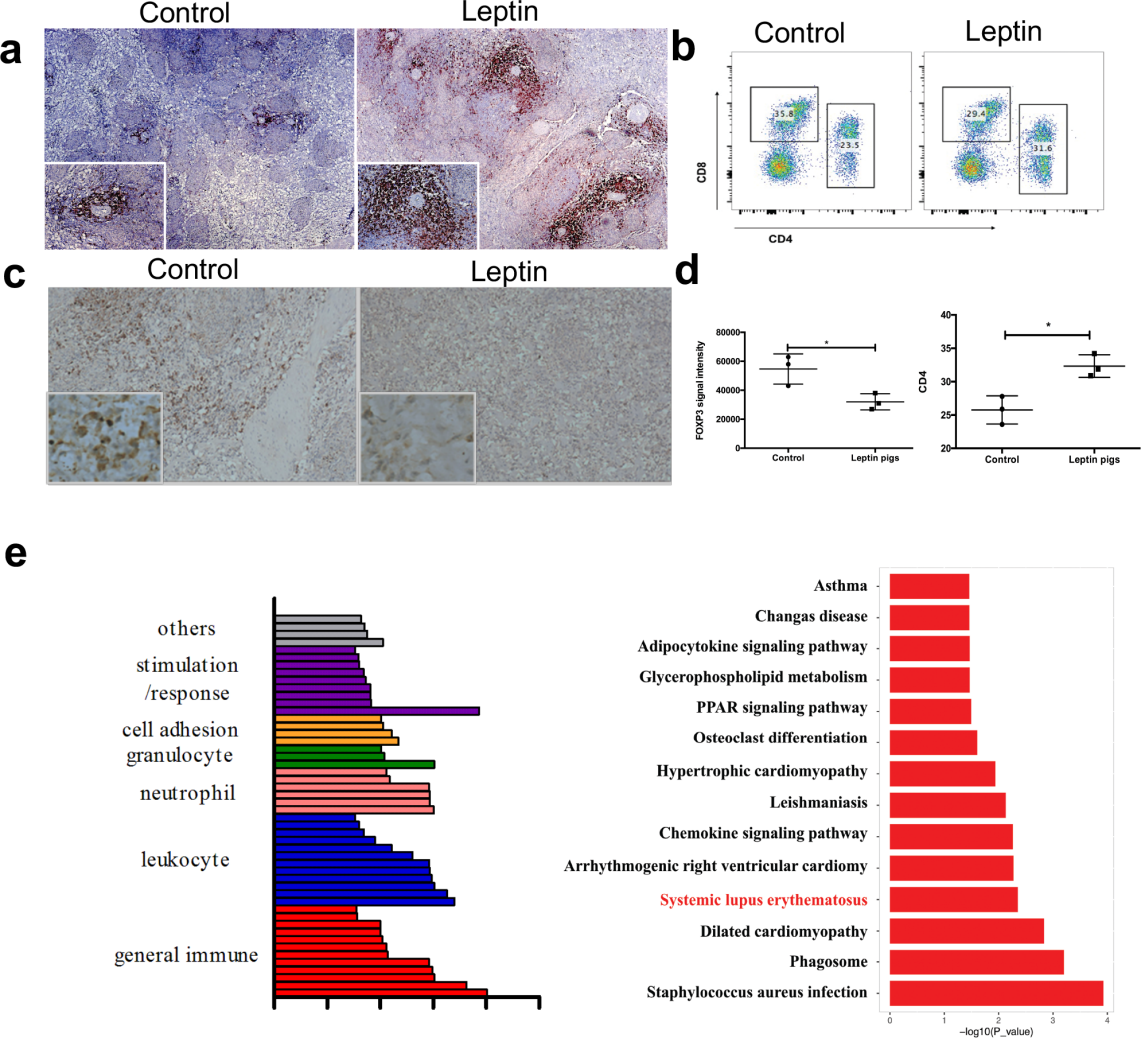
Effects of leptin on the immune system. Sections of spleen tissues from both control and transgenic leptin pigs were probed with (a) CD4 and (b) FOXP3 antibodies. (c) The ratio of CD4+/CD8+ cells in PBMCs was detected by flow cytometric analysis. (d) Five random scopes were captured for statistical analysis. The mean level of Foxp3 to CD4 signal intensity ratio and standard error bars are presented (*n* = 3 per group). (e) RNA-seq was performed on PBMCs to determine the transcriptome change in the transgenic leptin pigs (*n* = 3 per group). Summary of gene-significant differences in KEGG pathways. Histogram of the GO classifications of gene-significant differences. *p < 0.05, two-tailed Student *t* test for d,e. Data are presented as mean ± SEM. Numerical values are provided in S1 Data. GO, gene ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; PBMC, peripheral blood mononuclear cell; PPAR, Peroxisome proliferator-activated receptors; RNA-seq, RNA sequencing.

### Inhibitory immune therapy elevates APA levels and relieves subcutaneous bleeding

In SLE, glucocorticoid treatment is often considered to be an effective and necessary therapeutic strategy. Therefore, we performed experimental glucocorticoid therapies in our transgenic leptin pigs. Three transgenic leptin pigs were intravenously injected with dexamethasone (10 mg/pig/day) via the ear vein continuously for 2 weeks. A healthy control pig was examined for subcutaneous bleeding, body weight, liver and kidney functions, and blood biochemistry. We detected a decrease in the symptoms of SLE after dexamethasone treatment in the transgenic leptin pigs. Remarkably, the number of bleeding spots on the skin was significantly reduced in the dexamethasone group compared with the control group (Fig 6A and 6B), accompanied by an increase in the platelet number (Fig 6C). Additionally, the transgenic leptin pigs exhibited better overall general conditions and improvement to liver and kidney dysfunctions.

**Fig 6:**
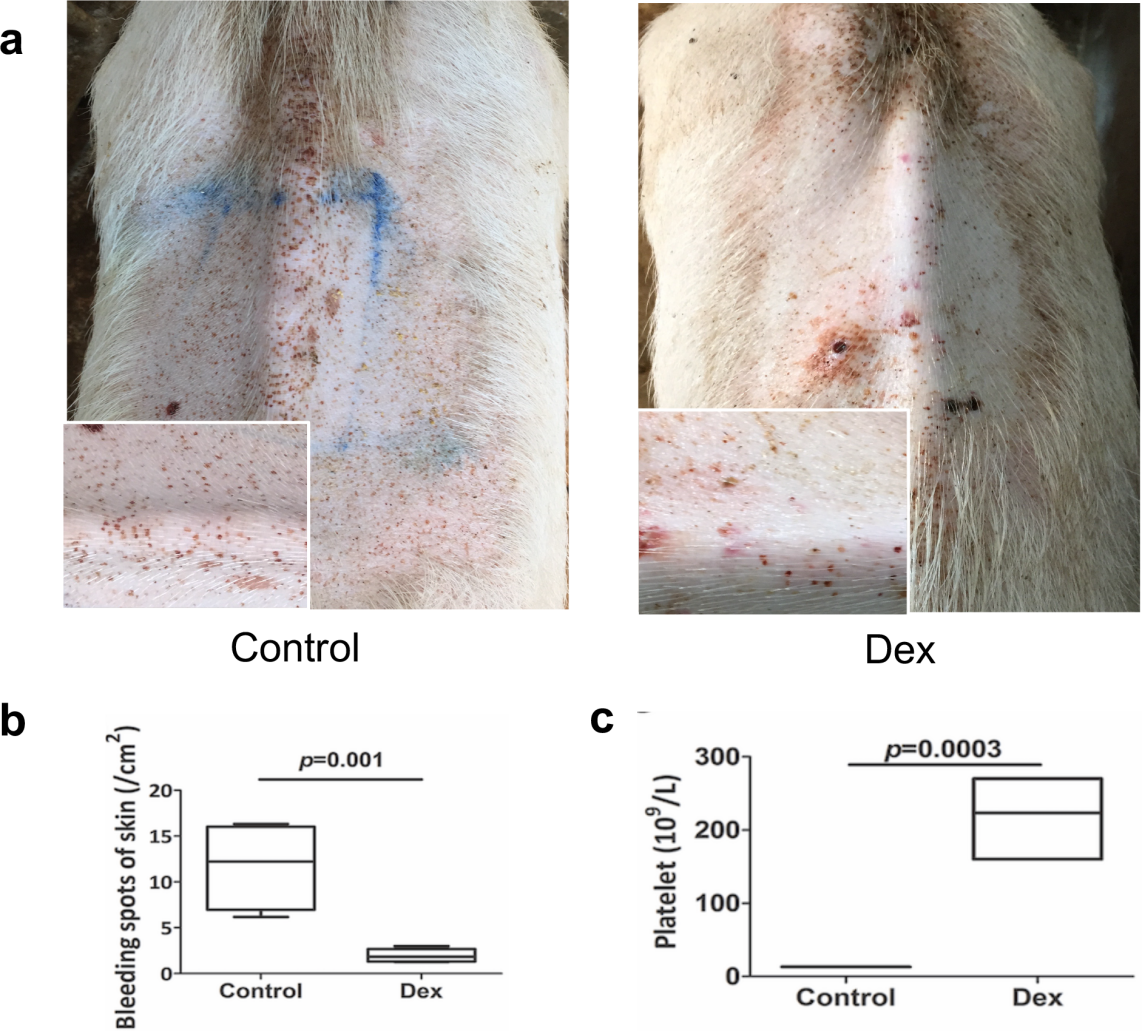
Inhibitory immune therapy rescues the subcutaneous bleeding phenotype. (a) An image of leptin-overexpressing pigs with or without Dex treatment. (b) Statistical analysis of the bleeding spots (control *n* = 1, Dex *n* = 3). (c) Platelet content in both groups of pigs (control *n* = 1, Dex *n* = 3). *p* < 0.05 shows significance difference, two-tailed Student *t* test for b,c. Data are presented as mean ± SEM. Numerical values are provided in S1 Data. Dex, dexamethasone.

## Discussion

SLE is an autoimmune disease characterized by various autoantibodies that affect multiple organs and systems. Leptin is also frequently elevated in SLE patients, and previous SNP analyses of leptin and the leptin receptor (LR) have revealed that there is an association between leptin/LR mutations and SLE [25]. Consistent with human data, our leptin transgenic pig model developed a number of pathophysiological changes with multiorgan injuries resembling SLE. Our work not only corroborates the association between leptin with SLE-like symptoms observed in human patients but more importantly implies a crucial role for leptin in promoting the development of SLE. Together, our data demonstrate that our transgenic leptin pig may be used as a novel porcine SLE model.

A series of clinical manifestations and immunological abnormalities characteristic of SLE were diagnosed in our transgenic leptin pigs. Three of those are consistent with the 1999 criteria for diagnosing SLE proposed by the American Rheumatism Association and involve both clinical and immunological aspects [20]. These symptoms include 1) a decrease in leukocyte and platelet count in the whole blood; 2) histopathological changes in liver, kidney, and other organs resembling the multiorgan injuries elicited by SLE; and 3) a marked increase of ANAs and anti-dsDNAs. In addition, clinical and biochemical characteristics of our transgenic leptin pigs also corresponded with the 2009 Systemic Lupus International Collaborating Clinics (SLICC) revised criteria [26], including the previously mentioned abnormalities and renal pathological changes.

It is important to note that hematological systems are one of the most frequently impacted areas in SLE patients. As a proinflammatory adipokine, leptin affects both adaptive and innate immunity [27]. Interestingly, we found that leptin overexpression in pigs induced considerable alterations in the immune system and resulted in the presence of various autoantibodies in the whole blood and immune complex deposition in organs such as the kidney. Further research showed a significant decrease in the percentage of Tregs, which was consistent with changes observed in patients with active SLE. The potential role of leptin in SLE that we demonstrated here is also consistent with previous reports showing that a genetic deficiency of leptin protected mice from SLE, specifically reducing the production of autoantibodies and preventing renal disease [28]. Particularly, the gene expression profiling of our transgenic leptin pigs showed changes consistent with the typical alterations to proinflammatory pathways observed in human SLE patients. 

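In the PBMC libraries, 17 proinflammatory cytokine genes were tested, 9 higher and 8 lower in the libraries labelled leptin transgenic, with a mean log2 fold change of 0.089 (camera in limma, adjusted p = 0.986). TNF (ENSSSCG00000001404, chromosome 7 from 27549595 to 27552338), singled out after the values were seen, had the largest rise of these genes. It was at 21.0 ± 13.8 FPKM (SD, n = 3) in the libraries labelled wild type and 45.8 ± 2.20 FPKM (SD, n = 3) in those labelled leptin transgenic, a log2 fold change of 1.29 (standard error 0.41, adjusted p = 0.993, limma). Interferon-stimulated genes numbered 33 among the genes tested. Of these, 4 were higher and 29 lower in the libraries labelled leptin transgenic, with a mean log2 fold change of -0.29 (camera in limma, adjusted p = 1.38e-05). With the correlation between these genes estimated from the data, which came to 0.665, the adjusted p was 0.948. Without wild type replicate 2 the mean was 0.031, so the direction rests on that library.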

Altogether, our data show that leptin overexpression in our transgenic leptin pigs promotes autoimmune phenotypes resembling human SLE macroscopically, histologically, and molecularly.

Obesity is associated with many human diseases, including autoimmune diseases, metabolic syndrome, and inflammation [29–31]. Our work provides compelling evidence indicating that an increased leptin level plays a crucial role in the development of obesity-associated SLE.

Murine models are useful tools for researching lupus pathogenesis, and they are well documented as mimicking human SLE at the molecular and cellular level. However, most of the models only partially resemble human SLE [27] and are used to study certain aspects of lupus pathogenesis [32–35]. A number of SLE-prone mouse models have been developed for use in SLE studies [32,33,36,37]. The SLE-prone NZM2410 mouse model is highly penetrant, with early-onset lupus nephritis in both males and females [32,33]. The MRL/Mp mouse model presented some SLE-like symptoms, including autoimmune antibody production in the peripheral blood [36,37]. However, these mouse models are unable to fully demonstrate all the features of human SLE patients, especially when looking at the mechanisms underlying the disease progression. In a spontaneous animal model of SLE, the administration of leptin promoted acceleration of the disease, whereas functionally reducing leptin protected animals from the development of autoimmunity [28]. However, lupus can be extremely complex and exhibit high clinical heterogeneity, which was not fully demonstrated in the leptin-overexpressing mice.

C-X-C motif ligands/C-C motif chemokine ligands have been implicated in the pathogenesis of diseases characterized by monocytic infiltrates, like psoriasis, rheumatoid arthritis, and atherosclerosis. We found CCL4 is the most down-regulated gene in PBMCs from leptin pigs. 

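By deposited label, CCL4 had the sixth highest log2 fold change of the 10735 genes tested, that is rank 6 by rise and rank 10730 counted from the largest fall. By p it was rank 2. Among the 208 genes marked in the authors' deposited table it was rank 1 by log2 fold change, which the table gives as 2.38 with a p of 0.00171, an FDR of 0.533 and the mark UP. With each library left out in turn, the log2 fold change of CCL4 stayed between 2.00 and 2.64. LEP goes against the labels of 2 libraries, and these directions follow the labels. The paper relates CCL4 to Treg function through mice whose Tregs lacked it, and through this to the smaller Treg fraction of leptin pigs.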

CCL4 has not yet been linked with SLE. It has been shown to play a critical role in Treg function. Tregs deficient for expression of CCL4 were impaired in their ability to suppress experimental autoimmune encephalomyelitis or islet allograft rejection in murine models [38]. This is consistent with the reduction of Treg portion in leptin pigs. Besides JAK2/STAT3 and other pathways we detected, “metabolic pressure” has been reported to mediate the leptin signal to immune response. Imbalanced glucose, amino acids, and lipids metabolism, induced by an elevated leptin signal, will compromise Th1/Th17/Treg homeostasis [39].

Pigs have similar body sizes, anatomical structures, organ physiology, and life spans to humans [15]. In this study, the leptin-overexpressing pigs exhibited remarkable resemblance to humans with SLE in multiple aspects of the disease. Similar to the ways in which a pig model has been influential in studying cystic fibrosis [18], we believe that the leptin-overexpressing transgenic pig is a promising preclinical SLE model that could be influential in performing translational research to further understand this disease and determine beneficial treatment strategies.

## Materials and methods

### Ethics statement

The miniature pigs used in our study were regularly maintained at the Animal Center of Yunnan Agricultural University. All experiments involving pigs for the humane endpoints practiced in our study were approved by the Institutional Animal Care and Use Committee of Yunnan Agricultural University (permission code: YAUACUC01; date of publication: 10 July 2013).

### Vector construction

The pleptin ORF was amplified from a cDNA library prepared from mRNA purified from a fetal pig brain. After purification, the PCR products were inserted into pMD18-T using the T/A cloning method. Leptin-positive clones were selected by PCR with pleptin RT primers. The plasmid pMD18-T was digested by SalI and EcoRI and inserted into pIRES2-AcGFP. Sequencing was performed to confirm the insert.

### PCR and semiquantitative PCR

The sequences and corresponding PCR information for the primers used in this study are listed in S1 Table. Premix Ex Taq polymerase (Takara D332) was used for PCRs. Trizol (Invitrogen; Carlsbad, CA, USA) was used for RNA extraction and purification. The PrimeScriptTM RT kit (Takara RR047A) was used to perform the reverse transcription reactions. A T100 Thermal Cycler (Bio-Rad; Hercules, CA, USA) was used for PCR amplification. DNA electrophoresis was performed using a Mini-Sub cell GT system and a Gel imaging system (Bio-Rad). All oligonucleotides used in this study are listed in S1 Table.

### Animals

Pig fibroblast cells were isolated from 30-day-old York pig embryos using a previously described method [22]. The cells (1 × 10^6^) were washed twice after trypsin digestion and mixed with 6 μg/ml plasmid DNA before being transferred into a cuvette with a 0.4 cm gap. Electroporation was performed at 250 v for 25 ms. Neomycin (500 μg/mL) was added into the media for 2 weeks to select the stably transfected cell line. SCNT was performed using a standard procedure [22,23]. The activated oocytes containing the nucleus from the leptin fibroblast cells were transplanted into the uteri of surrogate sows. On average, approximately 400 developing embryos were transplanted into one surrogate sow. A total of six surrogate sows were used in this study, and five of them became pregnant. The newborn pigs were removed by cesarean section. A total of 13 pigs survived. All pigs were raised to sexual maturity at 6 months old. Standard procedures for animal husbandry were used throughout the study. Animal operations were performed under general anesthesia after Propofol ear injection (dose = 2.5 mg/kg). Blood was collected from the precaval vein and used in physiological examinations. Scoring with the Mouse Interventional Scoring System (MISS) was a surrogate for death as an endpoint and was tested concurrent to main investigative aims. The experimental endpoint was followed according to the MISS [40]. We gave each clinical feature—including appearance, respiratory rate, general behavior, provoked behavior, and weight loss—a numerical value and scored them. Each criterion contains 0 to 12 points. Pigs were euthanized by Propofol ear injection when the score was equal to or higher than 12.

### Subcutaneous bleeding spots analysis

Images of three random areas from the back of each pig were taken. The number of subcutaneous bleeding spots was counted and analyzed by GraphPad software.

### OGTT

Pigs were fasted overnight. Each pig received a total of 100 grams of glucose dissolved in water by injection into the pigs’ throats. The blood was collected from an ear vein at the indicated time points.

### Biopsy, H&E staining, and IHC

Tissues for biopsy were removed using a puncture needle under the direction of a Doppler ultrasonic apparatus. Paraffin-embedded tissue sections and H&E staining were performed using standard processes as previously described [39]. IHC was performed as previously described [41]. Commercially available antibodies were purchased from Abcam (New York, NY, USA) or Santa Cruz Biotechnology (Santa Cruz, CA, USA; Leptin, Ab16227, 1:200 dilution; CD4, 203034, 1:200 dilution; pSTAT3, SC-8001, 1:100 dilution). The corresponding IgG and secondary antibodies were purchased from Santa Cruz. For the liver/kidney injury analysis based on H&E, a total of 200 renal capsules or 500 hepatocellular cells from multiple sections were counted. The signal analysis for IHC was performed using Image Pro Plus 6.0 software.

### APA, α-dsDNA, ANA, and AnuA ELISA

Serum from both groups of pigs was used in the APA ELISA. APA IgG (SBJ-0805G), IgM (SBJ-0805M), IgA (SBJ-0805A), α-dsDNA (SBJ-201507), ANA(SBJ-201508), and AnuA (SBJ-201509) ELISA kits were purchased from Nanjing SENBEIJIA Company. Standard procedures were performed according to the manufacturers’ instructions.

### Flow cytometric analysis

For surface staining, the following fluorochrome-labeled mAbs from BD Bioscience were used: anti-CD3 (FITC-559582) and anti-CD4 (PE-561473), CD8 (APC-561475), CD21 (PE-Cy7-561374), CD16 (551395), and from SouthernBiotech, CD56 (Pacific Blue-9456-27). Flow cytometry was acquired on a FACSCalibur system (BD Biosciences) using Cell-Quest (BD Biosciences) software, and data were analyzed using Flowjo software (Tree Star).

### RNA-seq and data analysis

Sequencing libraries were constructed according to the protocol for the Illumina TruSeq Sample preparation kit. Sequencing was performed on the Illumina HiSeq 2500 sequencer. Library construction and sequencing were performed at the Genergy Biotech Co., Ltd. (Shanghai, China). Paired-end RNA-seq reads with 101 bp at each end were aligned to the ENSEMBL version 75 transcriptome database using the Bowtie program [42]. The gene-expression levels were quantified using RSEM software [43]. Differential expression analysis was conducted using maSigPro [44]. The significant genes were selected using an FDR cutoff value of 0.05. The Go-process program in Metacore software (https://portal.genego.com/) was used to analyze the RNA-seq data. The RNA-seq dataset has been deposited in the database at NCBI-GEO (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116701).

### Medical apparatus in routine examination

A SysMex xs-800i was used for routine blood tests. An Acl Top 700 was used for the thrombin test. A Beckman Coulter Image 800 was used for the immunological tests. An Olympus AU5400 was used for the hepatic and renal physiological functional tests. A Roche Elecsys 2010 was used for the insulin tests. All routine examinations were repeated twice from different samples collected separately and were combined for statistical analysis.

### Medicine

The following drugs were used in experiments and given via injection: Propofol solution (Guangdong Jiabo Pharmaceuticals Company), sodium chloride solution (Zhejiang Medicine Company), and dexamethasone sodium phosphate solution (Beijing Shuanghe Medicine Company).

### Western blotting

PBMCs were lysed in radioimmunoprecipitation assay buffer supplemented with protease and phosphatase inhibitor cocktails (Thermo Scientific, #78440). Mouse anti-actin Ab (1:5,000; 3700S, Cell Signaling Technology), rabbit anti-p-stat3 Ab (1:1,000; sc-8001, Santa Cruz), rabbit anti-p-erk1/2 Ab (sc-13073, Santa Cruz), and rabbit anti-jak2 Ab (sc-278, Santa Cruz) were used. Data were analyzed using Image Lab software (Bio-Rad). Images have been cropped for presentation.

### Statistics

Statistical analysis and diagram illustrations were performed using Graphpad Prism 6 software. Experimental differences were evaluated using the unpaired two-tailed *t* test, one-way analysis. Data are presented as mean ± SEM.

## Supporting information

S1 Protocol Construction of leptin-overexpression pigs. (DOCX) Click here for additional data file.

S1 Fig IHC results verify leptin expression in the pancreas (upper panel, 100× magnification) and pSTAT3 elevation in the spleen (lower panel, 100× magnification). IHC, immunohistochemistry.
(TIF) Click here for additional data file.

S2 Fig Sections of spleen tissues. (a) The sections of spleen tissues from both control and transgenic leptin pigs were probed with ERK2, JAK2, STAT3, and STAT5 antibodies. (b) Nine scopes were randomly captured for statistical analysis. (c) Serum insulin levels in pigs. The mean level of signal intensity and standard error bars are presented (*p < 0.05, **p < 0.01).
(TIF) Click here for additional data file.

S3 Fig Coagulation tests and RBC and HGB examinations. HGB, hemoglobin; RBC, red blood cell.
(TIF) Click here for additional data file.

S4 Fig H&E staining results from section of bone marrow from transgenic leptin pigs. H&E, hematoxylin and eosin.
(TIF) Click here for additional data file.

S5 Fig Iron and magnesium levels. (TIF) Click here for additional data file.

S6 Fig Sections from the kidneys of the transgenic leptin pigs, Banna miniature inbred pigs, and GTKO/hCD55/hCD59 pigs were analyzed by H&E and IHC to assess the IgG deposition. The SCNT technique was used to generate the leptin pigs. H&E, hematoxylin and eosin; Ig, immunoglobulin; IHC, immunohistochemistry; SCNT, somatic cell nuclear transfer.
(TIFF) Click here for additional data file.

S7 Fig IHC staining of CD4+ T lymphocytes in kidney of transgenic leptin pig. IHC, immunohistochemistry.
(TIF) Click here for additional data file.

S8 Fig Sections of multiple tissues were analyzed by H&E and IHC to assess the IgG deposition. H&E, hematoxylin and eosin; Ig, immunoglobulin; IHC, immunohistochemistry.
(TIF) Click here for additional data file.

S9 Fig B and NK cells in PBMCs were detected by flow cytometric analysis. NK, natural killer; PBMC, peripheral blood mononuclear cell.
(TIF) Click here for additional data file.

S10 Fig Leptin inhibited the conversion of mice CD4+CD25− T cells into Tregs. Magnetic-bead–sorted CD4+CD25− T cells were incubated with 2.5 μg/mL anti-CD3/CD28 Ab for 3 d. The culture media for the Tregs contained added TGF-β (0.1 ng/μL), with or without leptin (100 ng/mL). Cells were analyzed by FACS 3 d later. FACS, fluorescence-activated cell sorting; Treg, regulatory T cell.
(TIF) Click here for additional data file.

S11 Fig Phospho-ERK, JAK2, and STAT3 were analyzed by western blot. 10% of the lysate was used to detect total levels of the respective proteins.
(TIF) Click here for additional data file.

S1 Table Oligonucleotides. (DOCX) Click here for additional data file.

S1 Data The raw data of numerical values. (XLSX) Click here for additional data file.

S2 Data Differential expression genes. (XLS) Click here for additional data file.

## Abbreviations

α-dsDNA: anti-dsDNA
ANA: antinuclear antibody
ANuA: antinucleosome antibody
APA: antiplatelet antibody
APTT: activated partial thromboplastin time
ARA: American Rheumatism Association
CCL4: C-C motif chemokine ligand 4
CRP: C-reactive protein
CXCL2: C-X-C motif chemokine ligand 2
CV: Coefficient of Variation
dsDNA: double-stranded DNA antibodies
GBM: glomerular basement membrane
GFP: green fluorescent protein
GO: gene ontology
H&E: hematoxylin and eosin
HGB: hemoglobin
Ig: immunoglobulin
IHC: immunohistochemistry
IHF/C: immunofluorescence/immunohistochemistry
IL2RG: interleukin-2 receptor subunit-gamma
INR: international normalized ratio
KEGG: Kyoto Encyclopedia of Genes and Genomes
LR: leptin receptor
MISS: Mouse Interventional Scoring System
NK: natural killer
OGTT: oral glucose tolerance test
ORF: open reading frame
PAS: Periodic Acid–Schiff
PASM: Periodic Acid–Silver Methenamine
PBMC: peripheral blood mononuclear cell
pleptin: pig leptin
PT: prothrombin time
RBC: red blood cell
RNA-seq: RNA sequencing
SCID: Severe Combined Immunodeficiency
SCNT: somatic cell nuclear transfer
SD: Standard Deviation
SLE: systemic lupus erythematosus
SLICC: Systemic Lupus International Collaborating Clinics
T/A cloning: Original TA Cloning
Th: helper T
Treg: regulatory T cell

## References

[1] LisnevskaiaL, MurphyG, IsenbergD. Systemic lupus erythematosus. Lancet. 2014;384(9957):1878–88. 10.1016/S0140-6736(14)60128-8 24881804

[2] MaroñasJL, GutiérrezGC, MuleyAR, GuerraTA. [Systemic lupus erythematosus]. Lancet. 2014;384(9957):1878–88. 10.1016/S0140-6736(14)60128-8 24881804

[3] BarnettR. Systemic lupus erythematosus. The Lancet. 2016;387(10029):1711 10.1016/s0140-6736(16)30266-527116268

[4] KoutsokerasT, HealyT. Systemic lupus erythematosus and lupus nephritis. Nature Reviews Drug Discovery. 2014;13(3):173 10.1038/nrd4227 24525782

[5] LewisM, VyseS, ShieldsA, BoeltzS, GordonP, SpectorT, et al Effect of UBE2L3 genotype on regulation of the linear ubiquitin chain assembly complex in systemic lupus erythematosus. Lancet. 2015;385 Suppl 1:S9.10.1016/S0140-6736(15)60324-526312912

[6] WilbeM, JokinenP, TruvéK, SeppalaEH, KarlssonEK, BiagiT, et al Genome-wide association mapping identifies multiple loci for a canine SLE-related disease complex. Nature Genetics. 2010;42(3):250 10.1038/ng.525 20101241

[7] HanJW, ZhengHF, CuiY, SunLD, YeDQ, HuZ, et al Genome-wide association study in a Chinese Han population identifies nine new susceptibility loci for systemic lupus erythematosus. Nature Genetics. 2009;41(11):1234–7. 10.1038/ng.472 19838193

[8] Wahren-HerleniusM, DörnerT. Immunopathogenic mechanisms of systemic autoimmune disease. Lancet. 2013;382(9894):819–31. 10.1016/S0140-6736(13)60954-X 23993191

[9] Fernández-RiejosP, NajibS, Santos-AlvarezJ, Martín-RomeroC, Pérez-PérezA, González-YanesC, et al Role of leptin in the activation of immune cells. Mediators of inflammation. 2010;2010.10.1155/2010/568343PMC284634420368778

[10] MestasJ, HughesCC. Of mice and not men: differences between mouse and human immunology. The Journal of Immunology. 2004;172(5):2731–8. 1497807010.4049/jimmunol.172.5.2731

[11] ProcacciniC, JirilloE, MatareseG. Leptin as an immunomodulator. Molecular Aspects of Medicine. 2012;33(1):35–45. 10.1016/j.mam.2011.10.012 22040697

[12] De-RosaV, ProcacciniC, G, PirozziG, FontanaS, ZappacostaS, La-CavaA, et al A Key Role of Leptin in the Control of Regulatory T Cell Proliferation. Immunity. 2007;26(2):143–5. 10.1016/j.immuni.2007.02.00217307705

[13] LordGM, MatareseG, HowardJK, BakerRJ, BloomSR, LechlerRI. Leptin modulates the T-cell immune response and reverses starvation-induced immunosuppression. Nature. 1998;394(6696):897–901. 10.1038/29795 9732873

[14] AbellaV, ScoteceM, CondeJ, PinoJ, GonzalezgayMA, GómezreinoJJ, et al Leptin in the interplay of inflammation, metabolism and immune system disorders. Nature Reviews Rheumatology. 2017;13(2):100–9. 10.1038/nrrheum.2016.209 28053336

[15] MeurensF, SummerfieldA, NauwynckH, SaifL, GerdtsV. The pig: a model for human infectious diseases. Trends in Microbiology. 2012;20(1):50 10.1016/j.tim.2011.11.002 22153753PMC7173122

[16] KeiserNW, EngelhardtJF. New animal models of cystic fibrosis: what are they teaching us? Current Opinion in Pulmonary Medicine. 2011;17(6):478–83. 10.1097/MCP.0b013e32834b14c9 21857224PMC3596000

[17] SuzukiS, IwamotoM, SaitoY, FuchimotoD, SembonS, SuzukiM, et al Il2rg gene-targeted severe combined immunodeficiency pigs. Cell Stem Cell. 2012;10(6):753–8. 10.1016/j.stem.2012.04.021 22704516

[18] HoeggerMJ, FischerAJ, McMenimenJD, OstedgaardLS, TuckerAJ, AwadallaMA, et al Impaired mucus detachment disrupts mucociliary transport in a piglet model of cystic fibrosis. Science. 2014;345(6198):818–22. 10.1126/science.1255825 ; PubMed Central PMCID: PMCPMC4346163.25124441PMC4346163

[19] LourençoEV, LiuA, MatareseG, LaCA. Leptin promotes systemic lupus erythematosus by increasing autoantibody production and inhibiting immune regulation. Proceedings of the National Academy of Sciences of the United States of America. 2016;113(38):10637 10.1073/pnas.1607101113 27588900PMC5035847

[20] nomenclature TACoR, syndromes cdfnl, Arthritis, rheumatism. The American College of Rheumatology nomenclature and case definitions for neuropsychiatric lupus syndromes. Arthritis & Rheumatology. 1999;42(4):599–608.10.1002/1529-0131(199904)42:4<599::AID-ANR2>3.0.CO;2-F10211873

[21] SimondsS, PryorJ, RavussinE, GreenwayF, DileoneR, AllenA, et al Leptin Mediates the Increase in Blood Pressure Associated with Obesity. Cell. 2014;159(6):1404–16. 10.1016/j.cell.2014.10.058 25480301PMC4259491

[22] WeiH, QingY, PanW, ZhaoH, LiH, ChengW, et al Comparison of the efficiency of Banna miniature inbred pig somatic cell nuclear transfer among different donor cells. PLoS ONE. 2013;8(2):e57728 10.1371/journal.pone.0057728 23469059PMC3585185

[23] LiuF, LiuJ, YuanZ, QingY, LiH, XuK, et al Generation of GTKO Diannan miniature pig expressing human complementary regulator proteins hCD55 and hCD59 via T2A peptide-based bicistronic vectors and SCNT. Molecular Biotechnology. 2018; 60(8):550–562. 10.1007/s12033-018-0091-6 29916131

[24] BudhaiL, OhK, DavidsonA. An in vitro assay for detection of glomerular binding IgG autoantibodies in patients with systemic lupus erythematosus. Journal of Clinical Investigation. 1996;98(7):1585–93. 10.1172/JCI118952 8833907PMC507591

[25] ZhaoJ, WuH, LangefeldCD, KaufmanKM, KellyJA, BaeSC, et al Genetic associations of leptin-related polymorphisms with systemic lupus erythematosus. Clinical Immunology. 2015;161(2):157–62. 10.1016/j.clim.2015.09.007 26385092PMC4658308

[26] PetriM, OrbaiAM, AlarconGS, GordonC, MerrillJT, FortinPR, et al Derivation and validation of the Systemic Lupus International Collaborating Clinics classification criteria for systemic lupus erythematosus. Arthritis Rheum. 2012;64(8):2677–86. 10.1002/art.34473 ; PubMed Central PMCID: PMCPMC3409311.22553077PMC3409311

[27] AbellaV, ScoteceM, CondeJ, PinoJ, GonzalezgayMA, GómezreinoJJ, et al Leptin in the interplay of inflammation, metabolism and immune system disorders. Nature Reviews Rheumatology. 2017;13:100–109. 10.1038/nrrheum.2016.209 28053336

[28] LourencoEV, LiuA, MatareseG, La CavaA. Leptin promotes systemic lupus erythematosus by increasing autoantibody production and inhibiting immune regulation. Proc Natl Acad Sci U S A. 2016;113(38):10637–42. Epub 2016/09/03. 10.1073/pnas.1607101113 ; PubMed Central PMCID: PMCPMC5035847.27588900PMC5035847

[29] VersiniM, JeandelPY, RosenthalE, ShoenfeldY. Obesity in autoimmune diseases: Not a passive bystander. Autoimmunity Reviews. 2014;13(9):981 10.1016/j.autrev.2014.07.001 25092612

[30] KMF, BIG, DFW. Cause-specific excess deaths associated with underweight,overweight,and obesity. Journal of the American Medical Association. 2007;298(17):2028–37. 10.1001/jama.298.17.2028 17986696

[31] BörgesonE, JohnsonAF, LeeYS, TillA, SyedGH, Ali-ShahST, et al Lipoxin A 4 Attenuates Obesity-Induced Adipose Inflammation and Associated Liver and Kidney Disease. Cell Metabolism. 2015;22(1):1550–4131.10.1016/j.cmet.2015.05.003PMC458402626052006

[32] AndersonCC, CairnsE, RudofskyUH, SinclairNR. Defective antigen-receptor-mediated regulation of immunoglobulin production in B cells from autoimmune strains of mice. Cellular Immunology. 1995;164(1):141–9. 10.1006/cimm.1995.1153 7634346

[33] MorelL, YuY, BlenmanKR, CaldwellRA, WakelandEK. Production of congenic mouse strains carrying genomic intervals containing SLE-susceptibility genes derived from the SLE-prone NZM2410 strain. Mammalian Genome. 1996;7(5):335–9. 866171810.1007/s003359900098

[34] SangA, YinY, ZhengYY, MorelL. Animal models of molecular pathology systemic lupus erythematosus. Prog Mol Biol Transl Sci. 2012;105(105):321–70.2213743610.1016/B978-0-12-394596-9.00010-X

[35] MizuiM, TsokosGC. Systemic Lupus Erythematosus, Animal Models In: MackayIR, RoseNR, DiamondB, DavidsonA, editors. Encyclopedia of Medical Immunology. New York: Springer; 2014 p. 1134–41.

[36] SteinbergAD, RothsJB, MurphyED, SteinbergRT, RavecheES. Effects of thymectomy or androgen administration upon the autoimmune disease of MRL/Mp-lpr/lpr mice. Journal of Immunology. 1980;125(2):871–3.7391583

[37] LewisDE, Giorgi, AmpJV, WarnerNL. Flow cytometry analysis of T cells and continuous T-cell lines from autoimmune MRL/l mice. Nature. 1981;289(5795):298–300. 696985710.1038/289298a0

[38] PattersonSJ, PesenackerAM, WangAY, GilliesJ, MojibianM, MorishitaK, et al T regulatory cell chemokine production mediates pathogenic T cell attraction and suppression. Journal of Clinical Investigation. 2016;126(3):1039 10.1172/JCI83987 26854929PMC4767359

[39] DeVR, LaAC, MatareseG. Metabolic pressure and the breach of immunological self-tolerance. Nature Immunology. 2017;18(11):1190–6. 10.1038/ni.3851 29044230

[40] KochA, GulaniJ, KingG, HieberK, ChappellM, OssetrovaN. Establishment of Early Endpoints in Mouse Total-Body Irradiation Model. PLoS ONE. 2016;11(8):e0161079 10.1371/journal.pone.0161079 27579862PMC5007026

[41] ZengW, SuJ, WuL, YangD, LongT, LiD, et al CD147 promotes melanoma progression through hypoxia-induced MMP2 activation. Current Molecular Medicine. 2014;14(1):163–73. 2409019610.2174/15665240113136660077

[42] LangmeadB, TrapnellC, PopM, SalzbergSL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biology. 2009;10(3):R25 10.1186/gb-2009-10-3-r25 19261174PMC2690996

[43] DeweyCN, LiB. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. Bmc Bioinformatics. 2011;12(1):323.2181604010.1186/1471-2105-12-323PMC3163565

[44] ConesaA, NuedaMJ, FerrerA, TalónM. MaSigPro: A method to identify significantly differential expression profiles in time-course microarrayexperiments. Bioinformatics. 2006;22(9):1096–102. 10.1093/bioinformatics/btl056 16481333

# Supplementary material for: Symptoms of systemic lupus erythematosus are diagnosed in leptin transgenic pigs
**Source:** PLoS Biol. 2018 Aug 31;16(8):e2005354. doi: 10.1371/journal.pbio.2005354
**Supplement:** S1 Protocol

**Construction of pLeptin-IRES2-AcGFP1**

*Leptin gene harvesting*

Total RNA extracted from the adipose tissue of pigs was used for reverse transcription, and then leptin was amplified using a template and designed primers with the upstream sequence 5’-GGCCCCAGAAGCACATCC-3’ and the downstream sequence 5’-TCAGCAGCCAGGGCTGAG-3’. The annealing temperature was 55°C, and the amplicon length was 533 bp. The product of leptin was detected by agarose gel electrophoresis and then isolated using a DNA Gel Extraction Kit (TransGen Biotech, Beijing, China).

*Generation of pMD18-Leptin construct*

The obtained leptin DNA was cloned into the pMD18-T vector (TaKaRa, Dalian, China) in a 16°C homeothermic metal bath for 2 hours with 10 µl of total reaction solution comprising 3 µl of leptin gene, 1 µl of pMD18-T vector, 1 µl of ddH_2_O and 5 µl of Solution I. After transformation, the recombined plasmid was extracted, identified and named pMD18-Leptin.

*Ligation of pMD18-Leptin and pIRES2-AcGFP1*

pMD18-Leptin and pIRES2-AcGFP1 were digested with SalI and EcoRI at 37°C for 2 hours. Then, the product was electrophoresed in an agarose gel, and the desired fragment was isolated using a Gel Extraction Kit (TransGen Biotech, Beijing, China). Following the digestion, identification and isolation, leptin and the scaffold vector pIRES2-AcGFP1 were ligated at a ratio of 4:1 in a homeothermic metal bath at 16°C for 2 hours in a total reaction volume of 10 µl comprising 4 µl of leptin, 1 µl of pIRES2-AcGFP1 vector and 5 µl of Solution I. After transformation, the recombinant was extracted, identified and named pLeptin-IRES2-AcGFP1. Before transfection into fibroblasts, the vector was digested and linearized with *ApaLI.*

**Preparation of Yorkshire pig fetal fibroblasts**

*Fetal fibroblast culture and passage*

A 30-day Yorkshire pig fetus (♂) was obtained surgically, immediately immersed in DMEM solution with 100 IU/mL penicillin-streptomycin solution (PS) and 10% FBS, and transported to the laboratory. After fetal head, tail, limbs and internal organs were removed under a laminar flow hood, the remaining fetal tissue was washed three times with sterile PBS (including 5% PS) and five times with PBS without PS. The tissue was then cut into pieces with ophthalmic scissors. The fetal tissue was transferred to a T25 flask, 4 mL collagenase IV was added, and the tissue was digested on a horizontal shaker in an incubator at 37°C for 4 hours. After the collagenase was removed by centrifugation, the collected cells were cultured in a 37°C, 5% CO_2_ incubator with DMEM culture medium containing 10% FBS and 1% PS. The culture medium was changed every 3 days. After reaching 80% confluence, the cells were passaged and frozen.

*G418 toxicity susceptibility testing in fibroblasts*

Thawed fibroblasts were seeded into 24-well plates at a density of 5×10^4^ cells/mL and were divided into 10 groups with three repeats. After the cells reached 50-70% confluence, G418 was added to each plate at concentrations of 0 μg/mL, 100 μg/mL, 200 μg/mL, 300 μg/mL, 400 μg/mL, 500 μg/mL, 600 μg/mL, 700 μg/mL, 800 μg/mL and 1000 μg/mL. For two weeks, the culture medium was replaced every two days and supplemented with G418, and the degree of cell death was immediately recorded. The best screening concentration was determined as the one that caused the death of all cells within one week.

**pLeptin-IRES2-AcGFP1-transfected fibroblasts**

The day before transfection with an electroporator (Bio-Rad Gene Pulser Xcell, USA), the fibroblasts were passaged at an appropriate density. After that, adherent cells in the logarithmic growth phase were digested and collected, maintaining a density of 1×10^6^ cells/mL. After the removal of PBS, the cells were suspended with electric shock buffer and 6 µg of pLeptin-IRES2-AcGFP1 plasmid DNA. The cell suspension was placed in a cuvette (0.4 cm) and electroporated with the parameters of square wave, voltage 250 V, 25 ms, and one pulse (Gene Pulser Xcell^TM^, Bio-RAD). Then, the cells were transferred to 6-well plates and non-selective culture medium was added. The culture medium was changed 48 hours later, and the best concentration of G418 for rapid screening was added. Every 2 days, the culture medium was changed. Seven days later, 300 µg/mL G418 was used to maintain screening clones. Positive clones were further identified by PCR and electrophoresis analysis, digested to passage, and frozen for further utilization.

**Nuclear transfer of over-expressing leptin embryos**

*Donor cell preparation*

Frozen transgenic fibroblasts were recovered, and 300 µg/mL G418 was added 24 hours later to maintain screening. One day before the nuclear transfer, the G418 was removed, and the cells were harvested by conventional methods.

*In vitro maturation (IVM) of oocytes*

Porcine ovaries were collected from the Hongteng abattoir (Chenggong Ruide Food Co., Ltd., Kunming, Yunnan Province, China) with permission to use the animal parts for this study. The ovaries were transported to the laboratory in a 0.9% (w/v) NaCl solution at 30-37°C. Oocytes were obtained and cultured using a previously described method[^34^](#_ENREF_34).

*Somatic cell nuclear transfer*

SCNT was performed using IVM oocytes as recipient cytoplasts as previously described[^34^](#_ENREF_34). After being cultured for 38-42 h, oocytes with expanded cumulus cells were briefly treated with 0.1% (w/v) hyaluronidase and denuded of cumulus cells using a finely drawn glass capillary pipette. Oocytes extruding the first polar body with uniform cytoplasm were cultured in NCSU23 medium supplemented with 0.1 μg/mL demecolcine, 0.05 M sucrose and 4 mg/mL BSA for 0.5-1 h. Each reconstructed embryo formed from a single donor cell was inserted into the perivitelline space of an enucleated oocyte using micromanipulation. The reconstructed embryos were fused with a single direct-current pulse of 200 V/mm for 20 μs using an Electro Cell Fusion Generator LF201 (NEPA GENE Co., Ltd., Japan) in fusion medium [0.25 M D-sorbic alcohol, 0.05 mM Mg(C_2_H_3_O_2_)_2_, 20 mg/mL BSA and 0.5 mM HEPES (free acid)]. Then, the reconstructed embryos were cultured for 2 h in PZM-3 and activated with a single pulse of 150 V/mm for 100 ms in an activation medium containing 0.25 M D-sorbic alcohol, 0.01 mM Ca(C_2_H_3_O_2_)_2_, 0.05 mM Mg(C_2_H_3_O_2_)_2_ and 0.1 mg/mL BSA. The reconstructed embryos were equilibrated in PZM-3 supplemented with 5 μg/mL cytochalasin B for 2 h at 38.5°C in a humidified atmosphere with 5% CO_2_, 5% O_2_ and 90% N_2_ (APM-30D, ASTEC, Japan).

*Reconstructed embryo culture*

Reconstructed embryos were cultured in PZM-3 medium and placed in an incubator supplied with 5% CO_2_, 5% O_2_ and 90% N_2_ at 38.5°C in a humidified atmosphere. Cleavage and blastocyst formation were monitored on days 2 and 7, respectively. The cell number of the blastocysts was counted after fixation and Hoechst 33342 staining under a laser scanning confocal microscope (TCS SP5II, LEICA, Germany).

**Embryo transfer**

Crossbred (Large White/Landrace Duroc) gilts were used as surrogate mothers for the cloned embryos as previously described[_ENREF_29](#_ENREF_29)[^34^](#_ENREF_34). Pregnancy was detected approximately 23 days after surgical transfer using an ultrasound scanner (HS-101 V, Honda Electronics Co., Ltd., Yamazuka, Japan).

# Supplementary material for: Symptoms of systemic lupus erythematosus are diagnosed in leptin transgenic pigs
**Source:** PLoS Biol. 2018 Aug 31;16(8):e2005354. doi: 10.1371/journal.pbio.2005354
**Supplement:** S1 Table

S1.Table Oligonucleotides

| Primer name | Primer sequence | Purpose  of the primers | PCR cycles |
| --- | --- | --- | --- |
| pleptin_1F | GGC CCC AGA AGC ACA TCC | pleptin  ORF amplification | 32 |
| pleptin_1R | TCA GCA GCC AGG GCT GAG |  |  |
| pleptin_2F | CTTTGGCCCTATCTGTCCTACGTTG | pleptin  semi-quantitative PCR | 23 |
| pleptin_2R | TCGCCAGGGTCTGGTCCATCT |  |  |
| GFP_F | ACCCTCGTGACCACCCTGACCT | PCR to test  GFP expression | 20 |
| GFP_R | TCTTGTAGTTGCCGTCGTCCTT |  |  |
| pβ-actin_F | ATCAGCAAGCAGGAGTACGACG | PCR to check pig β-actin  as internal reference | 20 |
| pβ-actin_R | GCCATGCCAATCTCATCTCATTTT |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

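PBMC RNA from 6 pigs at 6 months of age was measured by RNA-seq, 3 labelled wild type and 3 labelled leptin transgenic. Conditions were taken from the sample labels, and each column was matched to a sample by the animal code in its name. No column of per-sample values was left unmatched. The replicate numbers 1 to 3 in each group come from the sample labels and belong to different animals.

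The authors aligned paired-end reads of 101 bp with Bowtie to the Ensembl version 75 transcriptome and quantified expression with RSEM, and they deposited the result as FPKM values, 1 per gene and library. Versions of these programs are not named in the paper's text. The table itself names no genome build, and coordinates are printed as the table gives them. The deposited log2 fold change equals the mean log2(FPKM + 1) of the libraries labelled leptin transgenic minus that of the libraries labelled wild type, with a largest gap of 5.77e-15. The deposited p-value and FDR are the authors' own, and the paper names maSigPro with an FDR limit of 0.05 for them. The FDR of the first gene divided by its p-value gives 12164 tests, against 11564 genes in the table. The 208 genes that the authors mark are all the genes in the table with a p-value under 0.05, at any fold change.

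A count model had been planned for the case that counts were given. The table holds FPKM, so the design foreseen for such values was used. It was limma 3.58.1 (lmFit and eBayes, trend and robust off) in R 4.3.3 on log2(FPKM + 1), genotype only, over the 10735 genes with an FPKM of at least 1 in at least 3 libraries, two-sided, with Benjamini-Hochberg adjustment. Gene lists were written before the data were examined, 18 in all, and the 16 with at least 5 tested genes were tested with camera in limma at an inter-gene correlation of 0.01 and adjusted over the 16. Annotation terms were tested with Fisher's exact test in SciPy 1.17.1 under Python 3.11.15, for terms with at least 3 genes. The table gives GO and KEGG identifiers without names, and the names printed are those commonly used for these identifiers. Single genes were also compared by exact permutation test.

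The genes named are those the paper names for PBMC RNA or leptin signalling, the 5 largest rises and the 5 largest falls past the fold and adjusted p thresholds with no overlap between the labels, filled from those past the unadjusted p where fewer passed, and members of the chemokine and JAK/STAT lists with an adjusted p under 0.05. Only 4 falls met the rule, and the third without a symbol is not printed. Not every gene that the paper names for leptin signalling is reported here. The reference table of gene names holds none of the identifiers used here, so genes without a symbol are given by identifier.

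The fits were first tested on simulated data with the real genes' means and spreads. With 200 of 10735 genes changed by a log2 fold change of 2, 185 were recovered at an adjusted p under 0.05 and a 2-fold change, with 6 false calls. The changed genes were drawn only from those with higher mean values, and the noise was normal and independent between genes. This recovery therefore does not cover genes with low values or with values of 0 in some libraries. In a simulated table of 100 terms, the planted term was the 1 called.

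No read counts or library depths are in the FPKM values, so no interval from counting error is given, and precision rests on 3 libraries per label. A value of 0 is given as listed, since 74 genes are at 0 in some library and at 20 FPKM or more in another. Alternatives tried were the pseudocount, the filter on low values, median-of-ratios scaling between libraries, each gene's own variance without moderation, the replicate number as a block, each library left out, other thresholds, an estimated inter-gene correlation and the rotation test roast with 9999 rotations. Methods that need read counts were not run. MaSigPro and Metacore were not used here.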

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

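The tests of explanations in this part were chosen after the results were seen.

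LEP stood at 50.0 FPKM in the library labelled wild type replicate 1, above the other libraries labelled wild type, where the highest was 0.118 FPKM. The paper's text gives no LEP RNA values for PBMCs. LEP was also listed at 0 in the library labelled leptin transgenic replicate 1. One candidate explanation is that the labels of the replicate 1 libraries are exchanged. The deposited p-values were compared with all 10 splits of the 6 libraries into 3 and 3, by Spearman's rho across genes between the deposited p-value (negated) and the size of the difference under each split. Genes are not independent, so rho is used only to rank the splits. The highest rho, 0.481, was that of the split with wild type replicate 1 beside leptin transgenic replicates 2 and 3, which is the split that LEP gives, and the labelled split had the lowest, 0.102. The largest number of genes with an unadjusted p under 0.05 came from another split (2201 genes), whose rho was 0.139, so the rank does not simply follow the number of differences. This fits an exchange of labels between the deposited columns and the authors' test. It does not show which of the 2 records is right, and the libraries were not regrouped. Another candidate explanation is adipose tissue in the samples, since adipocytes express LEP. Of 10 adipocyte genes, 1 was listed by name (LIPE), at 6.08 to 12.4 FPKM in all 6 libraries. With 4000 genes lacking a symbol, adipose RNA cannot be ruled out. A biological explanation by the labelled genotype is opposed by the values of both replicate 1 libraries.

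SNORD22 (ENSSSCG00000025513) had a log2 fold change of 6.99, the 1 gene past the 2-fold and adjusted p thresholds, and it lies outside the genes the paper discusses. It was listed at 0 in the 3 libraries labelled wild type. Its deposited p-value in the authors' deposited table is 0.771. If reads were shared between the copies of the gene, the sum over both copies would no longer part the groups. The sum was 0, 0 and 291.7 FPKM in the libraries labelled wild type and 522.8, 396.2 and 248.5 FPKM in those labelled leptin transgenic, so 1 library labelled leptin transgenic lay under the highest of the others. Both copies were listed at 0 in wild type replicates 1 and 2, so reads shared between copies of the gene could account at most for the 0 in wild type replicate 3. Loci under 300 bp were also over-represented among the genes past the 2-fold and unadjusted p thresholds, 11 of 34 against 111 of 10735 tested (Fisher's exact test, one-sided, p = 2.04e-14), so short RNAs poorly measured by FPKM remain a candidate explanation. A biological difference cannot be told apart from these.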

How the results depend on the processing

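The alternatives below were set before the data were examined, apart from 4 chosen after seeing the data: Y-linked expression as a covariate, loci under 300 bp left out, the fold of the group mean FPKM, and all rows of the table as background for the pathway tests. Where a result changed, the cause was not tested unless stated. Directions follow the deposited labels.

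The log2 fold change of CCL4 was positive under all 14 alternatives, from 2.00 to 2.64, with an adjusted p from 0.0368 to 1. The smallest adjusted p was with the replicate number as a block, where the log2 fold change was 2.38 and passed the threshold. The unmoderated fit, the changed filters, the replicate block and the removal of short loci cannot move this log2 fold change. In those alternatives its direction was fixed in advance. Same-numbered libraries come from different animals, and their deviations from the group means had a mean correlation of -0.052 (from -0.284 to 0.135 over the 3 pairs). With the replicate block, 2 genes in place of 1 were higher at the adjusted p, and 31 in place of 13 were lower at the unadjusted p.

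The count of genes higher at the adjusted p was 0 with each gene's own variance and no moderation, 0 with an FPKM of at least 1 required in every library, and 0 with loci under 300 bp left out. The last 2 of these were fixed in advance, since the 1 gene counted is SNORD22, listed at 0 in every library labelled wild type and 127 bp long, and both filters remove it before the test. At the unadjusted p, the counts of higher and lower genes were 9 and 3 without moderation. They were 34 and 21 with the fold of the group mean FPKM. The count of lower genes was 5 with an FPKM of at least 1 in every library and 7 without loci under 300 bp. Over the 6 fits that each left out one replicate, higher genes ranged from 0 to 2 and lower genes from 0 to 2 at the adjusted p, and from 16 to 36 and from 14 to 50 at the unadjusted p. The 0 for higher genes came from the 3 fits without a library labelled leptin transgenic, where the filter also removes SNORD22, so it is no test of that gene.

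The estimated correlation, roast and the replicate block cannot change the mean log2 fold change of a gene list, so its direction there was fixed in advance. The mean log2 fold change of the chemokine ligands was positive under all 14 alternatives and lost its adjusted p under 0.05 in 7 of them. It was 0.43 with the inter-gene correlation estimated, with roast and with no filter, 0.37 with median-of-ratios scaling and 0.46 with a pseudocount of 0.1. With one replicate left out it ranged from 0.30 to 0.53. JAK/STAT genes were lower under all 14 alternatives, at -0.085 with the correlation estimated and with roast, neither past the threshold, and from -0.14 to -0.054 with one replicate left out. They also lost the threshold without wild type replicate 1 (-0.064, adjusted p = 0.0699), wild type replicate 2 (adjusted p = 0.0616) and leptin transgenic replicate 1 (-0.073, adjusted p = 0.130), all by camera in limma. Interferon-stimulated genes were at -0.29 with the correlation estimated and with roast, neither past the threshold. With one replicate left out they ranged from -0.62 to 0.031, the last without wild type replicate 2, and without leptin transgenic replicate 1 they were at -0.11 (adjusted p = 0.273, camera in limma). The estimated correlation between these genes was 0.665, against the fixed value of 0.01. Neutrophil and granulocyte genes changed sign with a pseudocount of 0.1 (0.030) and with Y-linked expression as a covariate (0.069). With one replicate left out they ranged from -0.24 to 0.29 and passed the threshold in both directions. The adjusted camera p in limma was 0.00102 without wild type replicate 1 (higher), 4.09e-04 without wild type replicate 3 (lower) and 6.18e-04 without leptin transgenic replicate 2 (-0.22, lower). The proinflammatory cytokine genes kept their direction and stayed above the threshold under all 14 alternatives.

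Of 19 other named genes, 236 of 246 comparisons kept direction and side of the threshold, 1 was weaker, 1 stronger and 8 reversed. The alternatives that cannot move a log2 fold change are counted among these comparisons, so part of this agreement was fixed in advance. The reversals were of values near 0. FOXP3 was at 0.045 with the Y-linked covariate and between -0.22 and 0.13 with one replicate left out. STAT5A (ENSSSCG00000017402) was at -0.011 with that covariate, at -0.051 with median-of-ratios scaling and between -0.067 and 0.13 with one replicate left out. The systemic lupus erythematosus and JAK/STAT pathways of KEGG stayed on their side of the threshold with all rows as background. With that background, 3 further pathways came under an adjusted p of 0.05 by Fisher's exact test, arrhythmogenic right ventricular cardiomyopathy (0.0267), phagosome (0.0267) and hypertrophic cardiomyopathy (0.0481). Methods that need read counts (the count models, upper-quartile normalization of counts and voom) were not run, since FPKM values hold no counts, and the unknown depth leaves the precision of genes with low values open. The unmoderated fit gave no gene-set test.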

Differences from the paper's values

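The paper gives 84 transcripts as up-regulated with a 2-fold change and p under 0.05, and 21 genes were higher here at the unadjusted p in the libraries labelled leptin transgenic. For down-regulated transcripts, the paper's value is 124 and the value here is 13. These counts here carry the 2-fold limit that the paper states. None of the alternatives set before the data were examined closed either gap under that limit. The counts under them ran from 9 to 36 for higher genes and from 3 to 50 for lower genes, and the fold of the group mean FPKM, chosen after seeing the values, gave 34 and 21.

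The authors' deposited table marks 208 genes, the number the paper takes into its ontological analyses, with 123 as UP and 85 as DOWN. The larger part is thus UP in the table and down in the paper. By the table's own log2 values, 7 of the 208 genes have a 2-fold change, all of them UP. In the same table, 12 genes have an FDR under 0.05, none of these with a 2-fold change. The 208 are all the genes there with a p under 0.05, so the marks carry no fold limit. If the paper's counts come from these marks, the counts above are set against them at an unlike threshold. At any fold change, 341 genes had an unadjusted p under 0.05 in limma here.

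The paper describes CCL4, CXCL2 and CCL3L1 as reduced in leptin pigs. Here their log2 fold changes were 2.38, 1.23 and 0.72, all higher in the libraries labelled leptin transgenic. With one replicate left out, CCL4 ranged from 2.00 to 2.64, CXCL2 from 0.55 to 1.88 and CCL3L1 from 0.14 to 1.04. The size of the last 2 rises thus depends on single libraries. The paper names CCL4 as the gene that fell most, and here it was rank 6 by rise. The paper names JAK/STAT as the leading hyperactivated pathway. Here the 44 genes of the JAK/STAT list had a mean log2 fold change of -0.085, and the KEGG pathway held 1 of the 208 marked genes and is not among the bars of Fig. 5E. No alternative that kept the deposited labels gave the paper's directions for these.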

Other observations

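The tests in this part were chosen after the results were seen, apart from the count of splits for the genes past the 2-fold and adjusted p thresholds. The tests set for lower chemokine ligands, and for a difference in neutrophil or erythroid genes between the groups, were not run, since those patterns did not appear by label.

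The directions in the paper are opposite to the deposited table for the chemokines, and a candidate explanation is a comparison taken in the other direction in 1 of these records. If so, CCL4, which the paper gives as its most down-regulated gene, would have the highest log2 fold change of the genes marked in the authors' deposited table, and it was rank 1 of the 208. The marked counts of 123 UP and 85 DOWN also lie within 1 of the paper's 124 down-regulated and 84 up-regulated transcripts. The log2 values in the authors' deposited table are those of leptin transgenic minus wild type by label, so the table's direction follows its labels, and whether the labels are right is a separate matter. LEP is also marked UP in the authors' deposited table (log2 fold change 1.26, p = 1.59e-04), the same direction as CCL4. If the deposited table were the reversed record, LEP would be lower in leptin pigs. In the fit here, however, the LEP log2 fold change of 1.26 had a standard error of 1.75 (adjusted p = 0.993, limma). LEP also goes against the labels of 2 libraries, so its direction by label is too uncertain to decide whether the table is reversed. A difference of 1 in each count is left over.

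Other splits of the libraries were compared with the labelled split. Of the 10 splits of the 6 libraries into 3 and 3, 4 part all 3 same-numbered pairs, and the other 6 part 1 pair and keep the other 2 together. Of the 4, 3 gave as many genes past the 2-fold and adjusted p thresholds as the labelled split (7 of all 10), and 3 gave as many at the unadjusted p (7 of all 10). A mean difference as large was given by 1 of the 4 for the chemokine ligands (1 of all 10), 2 for the JAK/STAT genes (3 of all 10), 1 for the proinflammatory cytokine genes (3 of all 10) and 2 for the interferon-stimulated genes (7 of all 10), the labelled split included. So few splits cannot give a share under 0.1, so this count could not have excluded an accident of grouping for any of these patterns. For the neutrophil and granulocyte genes the labelled mean was so near 0 that every split had to be as large (4 of the 4, 10 of all 10), and that count carries no information.

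For the higher chemokine ligands, handling of the blood before lysis could raise chemokine RNA together with immediate-early genes. The 30 immediate-early genes had a mean log2 fold change of 0.22 in the same direction, with 22 higher and 8 lower (camera in limma, adjusted p = 0.0768, and 0.985 with the correlation estimated), which leaves that explanation undecided by the group mean. Library by library the match was partial. The mean deviation of the immediate-early genes in log2 units was 0.17 in wild type replicate 1, -0.016 in leptin transgenic replicate 1, 0.033 in leptin transgenic replicate 2 and 0.31 in leptin transgenic replicate 3, against -0.015, 0.25, 0.36 and 0.028 for the chemokine ligands. Both sets were below their means in wild type replicate 2 (-0.052 and -0.15) and lowest in wild type replicate 3 (-0.44 and -0.47). These values leave handling undecided. More monocytes among the PBMCs would raise monocyte genes. The 28 monocyte genes had a mean log2 fold change of 0.050, with 16 higher and 12 lower (camera in limma, unadjusted p = 0.620). Like the chemokine ligands, they were lowest in wild type replicate 3 (-0.33) and highest in leptin transgenic replicate 2 (0.39). In wild type replicates 1 and 2 (0.10 and 0.15) and leptin transgenic replicates 1 and 3 (-0.11 and -0.20) their sign was opposite to that of the chemokine ligands. A group mean over genes going both ways and this partial match leave monocytes undecided. The labelled split gave the largest chemokine difference of all 10, the strongest result the count of splits allows, and with 3 libraries per label that count could not have excluded an accident of grouping.

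All 7 genes listed on chromosome Y were at 1 FPKM or more in the same 3 libraries, those labelled wild type replicates 1 and 2 and leptin transgenic replicate 1, and near 0 in the other 3. DDX3Y (ENSSSCG00000026430), for example, was at 35.0, 31.1 and 20.4 FPKM in those libraries and at most 0.00917 FPKM in the others. This may reflect animals of both sexes, with which the agreement of all 7 genes is consistent. The supplementary protocol, however, gives the fetus that the fibroblasts were taken from as male, while leptin transgenic replicates 2 and 3 had Y-linked RNA near 0. This is a conflict only if these animals were cloned from that fetus rather than bred from such clones. Their animal codes do not settle this. If they were clones, the conflict bears on which animal each library came from, and its cause was not tested. With Y-linked expression as a covariate, the log2 fold change of CCL4 and its adjusted p of 0.862 changed little.

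FOXP3 (ENSSSCG00000012300), CD4 (ENSSSCG00000000687) and CR2 (ENSSSCG00000028674), which encodes CD21, were measured in these PBMCs, while the paper measured the proteins in spleen or by flow cytometry. FOXP3 was at 2.41 ± 0.886 FPKM (SD, n = 3) in the libraries labelled wild type and 2.23 ± 0.762 FPKM (SD, n = 3) in those labelled leptin transgenic. CD4 was at 28.8 ± 8.74 and 33.9 ± 6.20 FPKM (SD, n = 3), and CR2 at 1.79 ± 0.523 and 2.11 ± 0.436 FPKM (SD, n = 3). None of these differences was larger than the spread between libraries (limma, adjusted p = 0.993 for each).

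Neutrophil and granulocyte genes varied more between libraries than between labels. Their mean deviation in log2 units was 0.49 in wild type replicate 1 and 0.43 in leptin transgenic replicate 2, and -0.47 in wild type replicate 3 and -0.34 in leptin transgenic replicate 1. S100A8, the gene with the smallest p in the authors' deposited table, was at 698.9, 119.9 and 66.5 FPKM in the libraries labelled wild type and at 68.6, 225.1 and 109.8 FPKM in those labelled leptin transgenic.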
